# Bach2–Batf interactions control Th2-type immune response by regulating the IL-4 amplification loop

**DOI:** 10.1038/ncomms12596

**Published:** 2016-09-01

**Authors:** Makoto Kuwahara, Wataru Ise, Mizuki Ochi, Junpei Suzuki, Kohei Kometani, Saho Maruyama, Maya Izumoto, Akira Matsumoto, Nobuaki Takemori, Ayako Takemori, Kenta Shinoda, Toshinori Nakayama, Osamu Ohara, Masaki Yasukawa, Tatsuya Sawasaki, Tomohiro Kurosaki, Masakatsu Yamashita

## Abstract

Although Bach2 has an important role in regulating the Th2-type immune response, the underlying molecular mechanisms remain unclear. We herein demonstrate that Bach2 associates with Batf and binds to the regulatory regions of the Th2 cytokine gene loci. The Bach2–Batf complex antagonizes the recruitment of the Batf–Irf4 complex to AP-1 motifs and suppresses Th2 cytokine production. Furthermore, we find that Bach2 regulates the *Batf* and *Batf3* expressions via two distinct pathways. First, Bach2 suppresses the maintenance of the *Batf* and *Batf3* expression through the inhibition of IL-4 production. Second, the Bach2–Batf complex directly binds to the *Batf* and *Batf3* gene loci and reduces transcription by interfering with the Batf–Irf4 complex. These findings suggest that IL-4 and Batf form a positive feedback amplification loop to induce Th2 cell differentiation and the subsequent Th2-type immune response, and Bach2–Batf interactions are required to prevent an excessive Th2 response.

## Abstract (web summary)

Bach2 limits T cell effector functions. Here the authors show that Bach2–Batf complex antagonizes the recruitment of the Batf–Irf4 complex to AP-1 motifs and suppresses Th2 cytokine production, and describe mechanisms of negative feedback by which Bach2 restricts Baft-mediated Th2 response.

Elucidating the molecular mechanisms by which naive CD4 T cells differentiate into effector helper T (Th) cells is important for understanding T cell-mediated immune responses. Functionally distinct Th subsets have been reported, including Th1, Th2, Th17 and inducible regulatory T (iTreg) cells^1^,^2^,^3^,^4^,^5^,^6^. Several transcription factors that control the differentiation of these Th subsets have been identified such as T-bet, Gata3, Rorγt and Foxp3 for Th1, Th2, Th17 and iTreg cells, respectively^1^,^2^,^3^,^4^,^5^,^6^.

The murine Th2 cytokine genes encoding interleukin (IL)-4, IL-5 and IL-13 are located within a 140-kb region on chromosome 11 flanking the *Rad50* genes^7^. The locus control region (LCR) for the Th2 cytokine gene loci has been mapped to a region of ∼25-kb within the 3′ intronic regions of the *Rad50* genes^8^. DNA hypersensitivity analyses have revealed the presence of several evolutionally conserved hypersensitive sites, named Rad50 hypersensitive site (RHS4–7; ref. 8). The intron 2 region of the *Il4* gene (DNase I hypersensitive-site 2: HS2, *Il4* IE), a Gata3-binding site, is crucial for the production of IL-4 by CD4 T cells^9^, and the deletion of the *Il4* IE site result in the reduction of IL-4 production, but not that of IL-5 or IL-13, in Th2 cells. The conserved Gata3-response element (CGRE) upstream of the *Il13* gene locus is important to control widespread chromatin modifications of the *Il13* and *Il4* gene loci^10^, and the deletion of CGRE site is resulted in the reduced generation of IL-13-producing Th2 cells^9^.

BTB and Cap‘n'collar (CNC) homology 1; basic leucine zipper transcription factor 2 (Bach2) belongs to the CNC gene family^11^. B cells preferentially express Bach2, which is critical for somatic hypermutation and class-switch recombination^13^,^14^,^15^, and is involved in the IgG1 memory B cell formation^16^. A recent report by Itoh-Nakadai *et al*.^17^ demonstrated that Bach2 promotes B cell development via the repression of the myeloid program^18^. Bach2 also participates in T-cell-mediated immune responses and regulates T_reg_-mediated immune homeostasis, and *Bach2* null animals suffer from lethal lung and small intestinal inflammation^19^,^20^. Bach2 is required for the maintenance of naive CD4 T cells by suppressing the effector memory-related gene expression^21^. In addition, an important role of Bach2 in the memory CD8 T cell generation was reported^22^. We recently demonstrated that senescence-associated secretory phenotype is rapidly induced in *Bach2*-deficient activated CD4 T cells^23^. Although these findings establish Bach2 as a key regulator of CD4 T cell-mediated immune homeostasis, the molecular mechanism(s) by which Bach2 controls the CD4 T cell function and differentiation has yet to be fully elucidated.

Basic leucine zipper transcription factor ATF-like (Batf) family transcription factors belong to the activator protein 1 (AP-1) family of transcription factors, which regulate various cellular processes^24^. The Batf family comprises three transcription factors, Batf, Batf2 and Batf3, which are composed of only a DNA-binding domain and a leucine zipper motif that were originally identified as inhibitors of AP-1-dependent transcriptional activation^25^,^26^. However, a recent study revealed that Batfs interact with interferon-regulatory factor (Irf) family proteins including Irf4, and activate Irf-mediated transcription^27^,^28^. Batf family transcription factors are involved in the regulation of helper T cell subset differentiation^24^. Batf is required for the differentiation and functions of Th2, Th17 and Tfh cells, and Batf3 regulates the Th2 cell function. In contrast, Batf and Batf3 are not essential for the interferon-γ (IFN-γ) expression in Th1 cells.

In this study, we found that Bach2 is associated with Batf family transcription factors and inhibits AP-1 activity. The Bach2–Batf complex binds to AP-1 motifs within the regulatory regions of the Th2 cytokine gene loci and inhibits Th2 cytokine production. The increased production of IL-4 in *Bach2*-deficient naive CD4 T cells induces *Batf* and *Irf4*, and suppressed Bach2 expression. Furthermore, the Bach–Batf complex directly binds to the *Batf* and *Batf3* gene loci, and inhibits transcription. Therefore, Batf and Batf expression is augmented in *Bach2*-deficient CD4 T cells both in an IL-4-dependent and an IL-4-independent manner. The increased Batf and Irf4 form an active complex and further augments *Il4* expression. These findings reveal that IL-4 and the Batf /Irf4 form a positive feedback amplification loop to induce Th2 cell differentiation, and the Bach2–Batf complex is required to prevent the excessive induction of the Th2 response.

## Results

### Airway inflammation in T cell-specific *Bach2* KO mice

In order to determine the intrinsic role of Bach2 in T cells, we crossed *Bach2*^flox/flox^ mice with *CD4-Cre* transgenic (TG) mice. A significant increase in mononuclear cells infiltrating the peribronchiolar regions of the lungs was observed in the *Bach2*^flox/flox^ CD4-Cre (*Bach*2-deficient) mice (Fig. 1a, left panel). The bronchioles of the *Bach*2-deficient mice showed mucus hyperproduction and goblet cell metaplasia, as assessed using staining with periodic acid-Schiff reagent (Fig. 1a, middle panel). The *Bach*2-deficient mice also exhibited an increased expression of *Clca3* messenger RNA (mRNA) and *Muc2* mRNA in the lungs versus the control CD4-Cre (WT) mice (Supplementary Fig. 1a). Moreover, pulmonary fibrosis was detected in the lungs of *Bach*2-deficient mice on Masson's trichrome staining (Fig. 1a, right panel), and methacholine-induced airway hyperresponsiveness was induced in the *Bach*2-deficient mice (Fig. 1b).

We observed increased infiltration of inflammatory cells, including eosinophils, neutrophils and lymphocytes, in the bronchoalveolar lavage (BAL) fluid of the *Bach*2-deficient mice compared with the control WT mice (Fig. 1c and Supplementary Fig. 1b). In addition, the numbers of IL-5- and IL-13-producing CD4 T cells were significantly increased in the lungs of *Bach*2-deficient mice compared with the control WT mice (Fig. 1d and Supplementary Fig. 1c). An increased production of Th2 cytokines (IL-4, IL-5 and IL-13) was also detected in lung CD4 T cells in the *Bach*2-deficient mice (Fig. 1e). Furthermore, the histone H3K27 acetylation levels at the Th2 cytokine gene loci were higher in the lung CD4 T cells of the *Bach*2-deficient mice than in the control WT mice (Fig. 1f). These results indicate that the *Bach*2-deficient mice spontaneously develop lung-specific Th2-type allergic inflammation.

Although the dysregulated development of Foxp3-positive CD4 T cells in *Bach2* null mice has previously been reported^20^,^29^, we detected no clear signs of inflammation in other organs (for example, the stomach, small and large intestines, liver, pancreas or kidneys) in the 8- to 12-week old T cell-specific *Bach*2-deficient mice (Supplementary Fig. 1d). The number of the Foxp3-positive CD4 T cells in the lungs the T cell-specific *Bach2*-deficient mice was equivalent to that in the WT control mice (Supplementary Fig. 2a). The number of Foxp3-positive CD4 T cells in the thymus of the T cell-specific *Bach*2-deficient mice was reduced to half that in the thymus of the WT control mice (Supplementary Fig. 2b). However, the numbers of Foxp3-positive CD4 T cells in other organs, such as the spleen, the mesenteric lymph nodes, Peyer's patch and the liver, were within in the normal ranges in the T cell-specific *Bach*2-deficient mice (Supplementary Fig. 2b).

### Stat6-dependent enhancement of Th2 response in *Bach2* KO mice

To investigate the role of Bach2 in the differentiation of helper T (Th) cell subsets, we isolated *Bach*2-deficient naive CD4 T cells and cultured them under IL-2 conditions for five days in the presence or absence of a neutralizing monoclonal antibody (mAb) against IL-4. *Bach*2-deficient naive CD4 T cells cultured in the absence of a neutralizing mAb against IL-4 produced greater amounts of Th2 cytokines (IL-4, IL-5 and IL-13) than those derived from WT naive CD4 T cells (Fig. 2a and Supplementary Fig. 3a). 

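Transcripts of such cells, cultured from naive CD4 T cells for 5 days with IL-2 and with no antibody against IL-4 named in the sample labels, were read on microarrays. There was 1 array per condition, so none of the differences has a replicate check. The arrays covered WT cells and cells labelled Bach2-deficient, each before and after 4 h of re-stimulation with an immobilized anti-TCR-β mAb. This length of re-stimulation is not that of the flow cytometry or the ELISA, and the arrays measured mRNA and not protein. Signals are the scanner's background-corrected intensities, and differences are log2 values between arrays after each was scaled to its own distribution.

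The probe for the targeted gene, Bach2 (transcript NM_001109661), gave a signal of 2932 on the WT array and 2633 on the array labelled Bach2-deficient before re-stimulation, and 3310 and 3080 after it. The log2 differences were -0.15 and -0.28. Among 10810 genes well above background on all 4 arrays, 27.9% had a difference as low or lower before re-stimulation and 19.5% after it. This probe thus gave no clear check of the genotype labels, and the directions that follow are between the arrays as labelled.

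Il4 (transcript NM_021283) had a signal of 752 in WT cells and 5239 on the array labelled Bach2-deficient before re-stimulation, a log2 difference of 2.81. After re-stimulation the signals were 10876 and 148258, a log2 difference of 3.59. Il5 (transcript NM_010558) was not well above background in WT cells before re-stimulation and had a signal of 329 on the array labelled Bach2-deficient, at least 21.8-fold higher, or 4.45 on the log2 scale. After re-stimulation its signals were 16.8 and 2200, a log2 difference of 6.86, with the WT signal close to the lowest that was well above background on that array, 14.5. For Il13 (transcript NM_008355) the signals were 23.2 and 104 before re-stimulation and 372 and 2530 after it, log2 differences of 2.16 and 2.59. Each of these differences was larger than the median spread between probes of other genes, an SD of 0.09 before and 0.11 after re-stimulation. Il4, Il5 and Il13 had 1 probe each, so their own spread is not known. The spread was taken from probes well above background on all 4 arrays and leaves out differences between mice, cultures and hybridizations. It is thus no check of how far these differences would repeat. Re-stimulation raised Il4 by 4.34 in WT cells and by 5.12 in cells labelled Bach2-deficient on the log2 scale, and Il13 by 4.48 and 4.91. The processing that moved the differences between genotypes most, as a share of the value, was a background model with an added offset. It lowered the difference of Il13 before re-stimulation to 0.84. The rises of Il4 and Il13 on re-stimulation were not examined under other processing. The arrays labelled Bach2-deficient also carried Y-linked transcripts and transcripts of mast cells and basophils that were not well above background on the WT arrays, such as Eif2s3y with signals of 1185 and 951 and Mcpt8 with signals of 309 and 333 before and after re-stimulation. The labels describe all the mice as female. If male cells were present, sex ran along with the genotype label on every array. The differences of Il4, Il5 and Il13 can thus not be credited to Bach2 alone. Mast cells or basophils also remain a candidate source of part of the Il4 and Il13 signal.

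**Figure D1:**
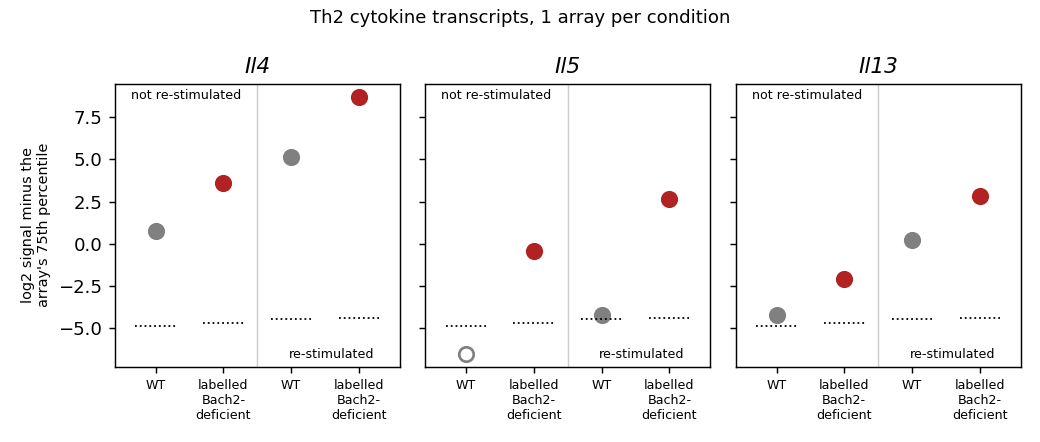
Signal of Il4, Il5 and Il13 on the 4 arrays, as log2 intensity minus the 75th percentile of the array, in WT cells (grey) and cells labelled Bach2-deficient (red) before (left) and after (right) re-stimulation. Each circle is 1 array, an open circle is a signal not well above background, and the dotted lines mark the lowest signal of each array that was well above background. The red circles lie above the grey ones by 2.81 and 3.59 for Il4 and by 2.16 and 2.59 for Il13.

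The paper's statement on these cytokines is based on its flow cytometry and ELISA. It describes the rise as an induction of Th2 cells and reasons from the effect of IL-4 neutralization that this induction depended on IL-4. The paper further reports fewer Th2 cells when Stat6 was missing along with Bach2. Its quantitative RT-PCR showed Il4 mRNA to persist in naive cells lacking Bach2 after TCR stimulation.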

The induction of Th2 cells in the *Bach2*-deficient naive CD4 T cells cultured under IL-2 conditions was blocked by the neutralization of IL-4 (Fig. 2a and Supplementary Fig. 3a). The expression of Gata3 (Supplementary Fig. 3b) and binding of Gata3 to the regulatory region of the Th2 cytokine gene locus such as Th2 LCR (Rad50 hypersensitive site 6; RHS6), *Il4* intron enhancer (*Il4* IE) and CGRE (Supplementary Fig. 3c) were increased in the *Bach*2-deficient CD4 T cells cultured under IL-2 conditions compared with the control WT CD4 T cells. The induction of Gata3 in the *Bach2*-deficient naive CD4 T cells cultured under IL-2 conditions was also IL-4-dependent (Supplementary Fig. 3b). The generation of IFN-γ-producing cells from the *Bach*2-deficient naive CD4 T cells was higher than that observed in the control WT CD4 T cells under IL-4 neutralizing conditions (Fig. 2a and Supplementary Fig. 3a). The induction of Foxp3-positive CD4 T cells was impaired in *Bach2*-deficient naive CD4 T cells under iTreg conditions (Supplementary Fig. 3d). We found that *Bach2*-deficient naive CD4 T cells produced significant amount of IL-4, IL-5, IL-13 and IFN-γ in response to T-cell antigen receptor (TCR) stimulation, whereas the production of IL-2 was comparable to the WT naive CD4 T cells (Fig. 2b). In addition, the sustained expression of *Il4* mRNA was detected in TCR-stimulated *Bach2*-deficient naive CD4 T cells (Supplementary Fig. 3e). We sorted the PD-1^high^ CXCR5^high^ fraction in the Peyer's patch of *Bach2*-deficient mice as a source of *in vivo* generated Tfh cells and then assessed the TCR-mediated induction of *Il4* mRNA expression. The expression of *Il4* mRNA in *Bach2*-deficient Tfh cells was significantly higher than that in control WT Tfh cells (Supplementary Fig. 3f, left panel). In contrast, the expression of *Il21* in *Bach2*-deficient Tfh cells was equivalent to that in the WT Tfh cells (Supplementary Fig. 3f, right panel). These results suggest that Bach2 has a critical role in regulating helper Th2 cell differentiation and/or Th2 cytokine production.

The increased generation of Th2 cells in *Bach2*-dficient CD4 T cells was also significantly reduced by *Stat6* deficiency (Fig. 2c and Supplementary Fig. 4a). In contrast, the generation of IFN-γ-producing cells was enhanced in *Bach2*-deficient CD4 T cells in the absence of the Stat6 (Fig. 2c). The increased production of Th2 cytokines in the lung CD4 T cells of *Bach*2-deficient mice was also reduced in *Bach2*/*Stat6* double-deficient mice (Fig. 2d), whereas the enhanced production of Th2 cytokines in naive *Bach2*-deficient splenic CD4 T cells was not normalized in *Bach2*/*Stat6* double-deficient naive CD4 T cells (Supplementary Fig. 4b). Although the reduced generation of Foxp3-positive cells in *Bach2*-deficient naive CD4 T cells was not restored by the deletion of *Stat6* (Supplementary Fig. 4c), the increased infiltration of mononuclear cells into the peribronchiolar regions of the lungs, and the mucus hyperproduction and goblet cell metaplasia observed in *Bach2*-deficient mice were improved in *Bach2*/*Stat6* double-deficient mice (Fig. 2e). The infiltration of eosinophils, neutrophils and lymphocytes in the BAL fluid of the *Bach*2-deficient mice was also significantly reduced by *Stat6*-deficiency (Fig. 2f and Supplementary Fig. 4d). The increased production of IL-17A and IL-17F was observed in the *Bach2*-deficient lung CD4 T cells, and the level was marginally affected by *Stat6* deletion (Supplementary Fig. 4e). These results clearly demonstrate that the spontaneously developed lung inflammation in T cell-specific *Bach2*-deficient mice is a Th2-type immune response.

### Decreased Th2 cell differentiation in *Bach2* TG CD4 T cells

To confirm the Treg-independent regulation of Th2-type immune response by Bach2, we used *Bach2* TG (Rosa26-Stop cassette^flox/flox^-*Bach2* TG mice crossed with *CD4-Cre* TG) mice (Supplementary Fig. 5a). The *Bach2* mRNA expression was ∼2.5-fold higher in the developing *Bach2* TG CD4 T cells than in the cells from WT mice (Supplementary Fig. 5b). The development of Foxp3-positive CD4 T cells was not changed in *Bach2* TG mice *in vivo* (Supplementary Fig. 5c) or *in vitro* (Supplementary Fig. 5d). There was less generation of IL-4-producing *Bach2* TG CD4 T cells than of IL-4-producing WT cells under Th2 conditions (Fig. 3a). We confirmed the decreased production of IL-4, IL-5 and IL-13 by the *Bach2* TG CD4 T cells cultured under Th2 conditions compared with the WT cells using an enzyme-linked immunosorbent assay (ELISA; Fig. 3b). Furthermore, the ovalbumin (OVA)-induced eosinophilic infiltration in the BAL fluid was attenuated in T cell-specific *Bach2* TG mice (Supplementary Fig. 5e,f). These results suggest that Bach2 can suppress Th2 cytokine production and/or Th2 cell differentiation independent of Treg-mediated regulation. Although the production of Th2 cytokine was impaired, the expression of Gata3 protein (Fig. 3c) and the binding of Gata3 to the regulatory regions of the Th2 cytokine gene loci in the *Bach2* TG-developing Th2 cells (cultured under Th2 conditions for 2 days) were comparable to those in the WT Th2 cells (Fig. 3d). The histone H3K4 tri-methylation (Fig. 3e) and H3K27 acetylation (Fig. 3f) levels at the Th2 cytokine gene loci were not decreased in the *Bach*2-deficient developing Th2 cells. These results suggest that Bach2 can suppress Th2 cytokine production without inhibiting the chromatin remodelling of the Th2 cytokine gene loci.

### Bach2 binds to the AP-1 consensus motif

In order to investigate the regulatory mechanisms by which Bach2 controls Th2 cytokine production and/or Th2 cell differentiation, we performed a ChIP-seq analysis with an anti-Bach2 antibody to determine Bach2-binding sites. The enrichment of the Bach2-binding motifs in WT effector CD4 T cells cultured under neutral conditions was significantly increased relative to the background frequency estimated based on a *Bach2*-deficient effector CD4 T cell ChIP sample. We found that Bach2 binds to the *Il4* intron enhancer (*Il4* IE) (Th2 #1), the RHS6 located within the Th2 LCR (Th2 #2 and Th2 #3) and the 3′ downstream region of the *Il5* gene (Th2 #4) (Fig. 4a). The binding of Bach2 was confirmed using a ChIP-quantitative PCR (qPCR) analysis (Fig. 4b). The major enriched motifs for Bach2 binding were the Nrf2, AP-1, Maf, Atf4, Batf and Irf4-binding sites (Fig. 4c). We found that enriched Bach2-binding sites in CD4 T cells were binding motifs for leucine zipper family transcription factors and contain the AP-1 consensus DNA sequence (TGA(G/C)TCA) (Fig. 4c). We next performed an oligonucleotide pull-down analysis to examine whether Bach2 binds to the AP-1 consensus motif. An AP-1 consensus oligonucleotide precipitated Bach2 from activated CD4 T cell lysates, while an AP-1 mutant oligonucleotide failed to precipitate Bach2 (Fig. 4d). Furthermore, Bach2 repressed the 4-beta-phorbol 12-myristate acetate-induced AP-1 luciferase activity in 293 T cells (Fig. 4e). These results indicate that Bach2 binds to AP-1 motifs and inhibits AP-1-dependent gene activation.

### Bach2 interacts with Batf family transcription factors

In order to understand the molecular mechanisms by which Bach2 binds to the AP-1 motif and suppresses AP-1 function, we screened Bach2 interaction transcriptional modulator(s) using an amplified luminescent proximity homogenous assay (AlphaScreen) with cell-free technology for protein synthesis as previously described^30^,^31^. Sixty-five transcriptional modulators were screened, and Batf and Batf3 were identified to be potential candidates for Bach2 interacting transcription factors (Supplementary Fig. 6). We confirmed that Batf was immunoprecipitated with Bach2 in mixtures of 293 T cells transfected to express Myc-tagged Batf or HA-tagged Bach2 (Fig. 5a, left). Batf3 was also immunoprecipitated with Bach2 in mixtures of 293 T cells (Fig. 5a, right). Next, we performed an oligonucleotide precipitation assay to confirm the DNA-binding activity of the Bach2–Batf complex. Binding of the Bach2–Batf complex to the AP-1 consensus oligonucleotide was detected only when both proteins were in the lysates, and the level of Batf binding was increased in a Bach2 dose-dependent manner (Fig. 5b). Bach2 and Batf were not precipitated when both proteins were present independently in the lysates (Fig. 5b). The binding of Bach2–Batf complex to the AP-1 consensus oligonucleotide was also detected in activated CD4 T cell lysates (Fig. 5c). To identify the Bach2 protein regions, which are required for the association with Batf, we generated several Bach2 deletion mutants (Fig. 5d left) and assessed the interaction with Batf using AlphaScreen as in Supplementary Fig. 6. The Batf dCNC and dC mutants failed to associate with Batf, while the CNC-C and dN mutants strongly interacted with Batf compared with the WT Bach2 protein (Fig. 5d right), indicating that the CNC-bZip region of Bach2 is responsible for the interaction with Batf. To confirm the important role of bZip regions, we introduced a point mutation into the leucine zipper region of Bach2 (L687A and L694A) and Batf (L68A and L61A), and assessed the interactions. As expected, the interaction of Bach2 and Batf was completely abrogated by the point mutation in the leucine zipper region of each protein (Fig. 5e). The results clearly demonstrated that the leucine zipper of both proteins is responsible for the interaction.

### Bach2–Batf complex antagonizes the Batf–Irf4 complex

We next examined the effects of *Bach2*-deficiency on binding of the Batf–Irf4 complex using a ChIP assay. The binding of Batf, JunD and Irf4 to the *Il4* IE (Th2 #1) and RHS6 (Th2 #3) regions was significantly increased in the *Bach2*-deficient activated CD4 T cells as compared with that observed in the WT CD4 T cells (Fig. 6a). Additionally, the levels of histone H3K27 acetylation at the *Il4* IE (Th2#1) and RHS6 (Th2 #3) regions were elevated in the *Bach2*-deficient naive CD4 T cells cultured under both neutral (in the presence of an anti-IL-4 mAb) and Th2 conditions (Supplementary Fig. 7). We confirmed that the binding of Bach2 to the *Il4* IE (Th2 #1) and RHS6 (Th2 #3) (Fig. 6b) regions were significantly decreased in the *Batf*-deficient CD4 T cells. Furthermore, the binding level of Batf at the RHS6 (Th2 #3) region was reduced in the *Bach2*-deficient CD4 T cells (Fig. 6b).

We performed an oligonucleotide precipitation assay to confirm the DNA-binding activity of the Batf–Bach2 complex to the RHS6 oligonucleotide (Th2#3), which contains an AP-1-binding site. When we used 293 T cell lysates that transfected with Myc-tagged Batf, Myc-tagged Bach2 or HA-tagged JunD, two distinct mobility forms of the Myc-tagged Batf protein were precipitated (Fig. 6c, upper). We found that Bach2 preferentially associated with a faster mobility form of Batf, whereas JunD interacted with a slower mobility form of Batf (Fig. 6c, upper). These data suggest that the post-translational modification of Batf may influence the ratio of the repressive-type (Bach2–Batf) and activate-type (Batf–JunD–Irf4) Batf complex. The binding of Bach2 to the WT RHS6 oligonucleotide was moderately reduced in the presence of JunD (comparison of lane 3 and lane 4, Fig. 6c second panel). The RHS6 mutant oligonucleotide, which has a mutation at the AP-1-binding site, failed to precipitate either complex (Fig. 6c, upper), indicating that Bach2–Batf complex recognized the AP-1 motif in the RHS6 oligonucleotide. Finally, we assessed the binding of Bach2–Batf complex to the Bach2 binding sites identified by ChIP-sequencing using Th2 cell lysates. Bach2 and Batf were efficiently precipitated by the RHS6 and Batf3#3 (the Bach2-binding site of the *Batf3* gene locus) oligonucleotides, while the binding of Bach2 and Batf to the *Il4* IE oligonucleotide was relatively weak (Fig. 6d, upper and middle). The binding of Bach2 and Batf to the *Il4* IE region was clearly detected by a ChIP-qPCR assay (Figs 4b and 6a). It is likely that a Th2-specific high order chromatin structure is required for the binding of Bach2 and Batf at the *Il4* IE region. The relatively weak binding of the small Maf protein(s) to the RHS6 and Batf3#3 oligonucleotides was detected (Fig. 6d, lower). The precipitation of Bach2 and Batf by the T-MARE and NF-E2 consensus oligonucleotides (Fig. 6d) suggested that the Bach2–Batf complex could bind to the Nrf2-binding sites in T cells. From these results, we concluded that the Bach2–Batf complex primarily binds to the RHS6 region and that it negatively regulates Th2 cytokine expression via the modulation of Batf–JunD–Irf4 binding.

### Bach2–Batf complex regulates the *Batf* and *Batf3* expression

We detected Bach2 binding to the *Batf* and *Batf3* gene loci using ChIP-sequencing (Fig. 7a and Supplementary Fig. 8a). Binding of Bach2 to the *Batf* and *Batf3* gene loci was confirmed using a ChIP assay with qPCR (Fig. 7b and Supplementary Fig. 8b). Furthermore, binding of Batf and Irf4 to the Bach2-binding sites within the *Batf* and *Batf3* gene loci was significantly increased in the *Bach2*-deficient CD4 T cells cultured under neutral conditions (Fig. 7c and Supplementary Fig. 8c), and the histone H3K4 tri-methylation levels at the transcription starting sites (*Batf* exon1 and *Batf3* exon1 regions) of *Batf* and *Batf3* were elevated in the *Bach2*-deficient effector CD4 T cells (Fig. 7d). As previously reported^32^, we observed IL-4/Stat6-dependent maintenance of *Batf*, *Batf3* and *Irf4* expression (Supplementary Fig. 9). However, the sustained mRNA expression of *Batf* and *Batf3* in the TCR-stimulated *Bach2*-deficient naive CD4 T cells showed an only partial reduction in *Bach2*/*Stat6* double deficient developing Th2 cells (Fig. 7e). Moreover, the decreased expressions of *Batf* and *Batf3* mRNA was observed in the *Bach2* TG CD4 T cells cultured under Th2 conditions (in the presence of IL-4) (Fig. 7f) suggesting that Bach2 can directly suppress the expression of *Batf* and *Batf3*. Interestingly, IL-4/Stat6-signalling inhibited *Bach2* expression (Supplementary Fig. 9). These results indicate that the activation of the IL-4/Stat6 signalling pathway induces the sustained formation of the Batf (Batf3)–Irf4 complex. Thus, Bach2 regulates the expression of *Batf* and *Batf3* via two distinct pathways. First, Bach2 suppresses the IL-4/Stat6-dependent maintenance of *Batf* and *Batf3* expression through the inhibition of IL-4 production. Second, the Bach2–Batf complex binds directly to the *Batf* and *Batf3* gene loci and reduces transcription by interfering with the recruitment of the Batf–Irf4 complex.

### Batf deficiency normalizes Th2 response in Bach KO mice

Finally, we assessed whether the T cell-specific deletion of the *Batf* (Supplementary Fig. 10a) normalized the augmented Th2-type immune response in *Bach2*-deficient mice to confirm the involvement of Bach2-Batf interactions. The increased generation of IL-4-producing Th2 cells in the *Bach2*-deficient mice was significantly reduced by *Batf* deficiency (Fig. 8a). The increased Th2 cytokine production in *Bach2*-deficient CD4 T cells was also normalized by *Batf* deficiency (Fig. 8b). The reduced generation of Foxp3-positive CD4 T cells in *Bach2*-deficient mice was not restored by the deletion of *Batf in vitro* or *in vivo* (Supplementary Fig. 10b,c). The increased production of Th2 cytokines (IL-4, IL-5 and IL-13) in CD4 T cells from the lungs of *Bach*2-deficient mice was reduced by the deletion of *Batf* (Fig. 8c). The increased infiltration of mononuclear cells into the peribronchiolar regions of the lungs (Fig. 8d, upper), and mucus hyperproduction and goblet cell metaplasia (Fig. 8d, lower), which were observed in *Bach2*-deficient mice was improved by the deletion of *Batf*. The increased infiltration of eosinophils and neutrophils that was observed in the BAL fluid of the *Bach*2-deficient mice was also significantly reduced in the *Bach2*/*Batf* double-deficient mice (Fig. 8e and Supplementary Fig. 10d). Taken together, we conclude that IL-4 and Batf-Irf4 form a positive feedback loop to induce Th2 cell differentiation, and Bach2–Batf interactions interfere with this amplification loop (Supplementary Fig. 11).

## Discussion

The CNC gene family consists of two transcriptional repressors (Bach1 and Bach2) and four activators (NF-E2, Nrf1, Nrf2 and Nrf3; refs 11, 12). Bach2 interacts with small Maf proteins and acts as a genetic inhibitor of the gene expression directed by the 12-o-tetradecanoyl phorbol-13-acetate (TPA) response element, Maf recognition element and antioxidant response element^33^,^34^. Bach2-binding sites in effector CD4 T cells are enriched predominantly in the motifs for AP-1, Nrf/Maf (MARE: Maf response element), Atf4, Batf and Irf4. We found that the majority of enriched motifs contain the AP-1 consensus DNA sequence (TGA(G/C)TCA). Although Bach2 has a crucial role in T-cell-mediated immune responses^19^,^21^,^23^ , the role of small Maf proteins in T-cell-mediated immune responses has not yet been established. It was recently reported that Bach2 regulates CD8 T cell differentiation by controlling the access of AP-1 factors to enhancers. However, the molecular mechanism (s) by which Bach2 inhibits AP-1 access to enhancers is poorly understood^35^. In the present study, we identified Batf family proteins, Batf and Batf3 as binding partners of Bach2. Batf is a member of the AP-1 family of bZip transcription factors that negatively regulates AP-1-dependent transcription^25^,^26^. It is also well established that the interaction of Batf with Jun and Irf family proteins activates AP-1-dependent transcription. In the current study, we detected the increased binding of Irf4 and JunD to the Bach2 target genes loci in *Bach2*-deficient CD4 T cells. Taken together, these findings suggest the likelihood that Bach2 associates with Batf and suppresses AP-1-dependent gene activation by interfering with the recruitment of Irf4-containing active-type Batf complex.

We found that IL-4 and Batf interact in a positive feedback loop and Bach2–Batf interactions have a critical role in inhibiting this amplification loop. The LCR for the Th2 cytokine gene loci has been mapped to a region of ∼25-kb within the 3′ intronic regions of the *Rad50* genes^8^. DNA hypersensitivity analyses have revealed the presence of several evolutionally conserved hypersensitive sites, named RHS4–7 (ref. 8). The HS2, *Il4* IE region is crucial for the production of IL-4 by CD4 T cells^9^, and deletion of the *Il4* IE site result in the reduction of IL-4 production, but not that of IL-5 or IL-13, in Th2 cells. We found that Bach2 binds to the RHS6 and *Il4* IE regions by ChIP-sequencing, and the production of IL-4, IL-5 and IL-13 was dramatically increased in the *Bach2*-deficient effector CD4 T cells. The binding of the Batf/JunD/Irf4 complex at the RHS6 and *Il4* IE regions was detected by a ChIP-qPCR, and the levels were higher in the *Bach2*-deficient activated CD4 T cells than in the WT activated CD4 T cells. The Bach2–Batf complex was efficiently precipitated by the RHS6 (Th2#3) oligonucleotide. However, we only detected the weak binding of Bach2 and Batf to the DNA probe of the *Il4* IE (Th2#1) region by an oligonucleotide precipitation assay. It is likely that a Th2-specific high-order chromatin structure is required for the binding of Bach2–Batf complex at the *Il4* IE region. These results suggest that the Bach2–Batf complex binds to the AP-1 motif within the RHS6 and interferes with the recruitment of active-type AP-1 complexes such as the Batf/JunD/Irf4 complex. Hence, the recruitment of the Batf/JunD/Ifr4-containing AP-1 complex was increased in the *Bach2*-deficient CD4 T cells, and Th2 cytokine production was consequently augmented.

In addition to Th2 cytokines, we identified *Batf* and *Batf3* as direct targets of Bach2-mediated repression. The expression levels of *Batf* and *Batf3* were augmented in the *Bach2*-deficient activated CD4 T cells, and a significant increase in Irf4 binding at the Bach2-binding regions within the *Batf* and *Batf3* gene loci was detected. These results indicate that activation of the *Batf* and *Batf3* genes is also inhibited by Bach2–Batf interactions. Furthermore, we found that the activation of the IL-4/Stat6 signalling pathway augmented the TCR-mediated induction of *Batf*, *Batf3*, *Irf4* and suppressed the *Bach2* expression. Therefore, we propose the existence of a regulatory network among IL-4, the Bach2/Batf complex and the Batf/Irf4 complex that controls Th2 differentiation and Th2-type immune response.

The previous reports showed that the number of nTreg cells was significantly decreased in *Bach2*-null mice^20^. They also demonstrated the hematopoietic cell-intrinsic role of Bach2 in the development and/or survival of Foxp3-positive CD4 T cells by bone marrow chimera experiments. Although the number of Foxp3-positive CD4 T cells was not reduced in the peripheral organs including lungs of T cell-specific *Bach2*-deficient mice, T cell-specific *Bach2*-deficient mice spontaneously developed Th2-type lung inflammation. We demonstrated that *Stat6* or *Batf* gene depletion suppressed the spontaneous development of lung inflammation induced by T cell-specific *Bach2* deficiency. The deletion of the *Stat6* or *Batf* gene in *Bach2*-deficient naive CD4 T cells failed to restore the generation of Foxp3-positive iTreg cells *in vitro*. Furthermore, Th2 cell differentiation was inhibited in *Bach2* Tg naive CD4 T cells without the influence of iTreg cell development. These results clearly demonstrate that Bach2 regulates Th2 cell development and Th2-type lung inflammation, in part, through a Treg-independent mechanism(s).

We found that the number of IL-33 receptor α (IL-33rα-positive lung CD4 T cell cells that express *Il4*, *Il5* and *Il13* mRNA were increased in *Bach2*-deficient mice (Supplementary Fig. 12a,b). The increased cell surface expression of IL-33rα was marginal on the CD4 T cells in other organs. The characteristic feature of the IL-33rα-positive *Bach2*-deficient lung CD4 T cells was similar to that of the pathogenic Th2 cells, as was recently proposed by Endo and Nakayama *et al*^36^. Furthermore, we found that *Il33* mRNA was increased in the lung of *Bach2*-deficient mice (Supplementary Fig. 12c). The selective upregulation of IL-33rα expression in *Bach2*-deficient lung CD4 T cells and the enhanced expression of *Il33* in the lungs of *Bach2*-deficient mice may explain why the inflammatory incident solely occurs in the lungs.

A previous study of the comprehensive identification of bZip proteins did not detect the interaction of Bach2 with Batf^37^. The binding strength between MafK and Bach2 was ∼20times higher than that of the Batf–Bach2 interaction assessed by our AlphaScreen system. It is, therefore, likely that the authors of the previous study failed to detect the Bach2–Batf interactions due to low sensitivity of their assay system. However, the oligonucleotide pull-down assay revealed that the binding of Batf to the RHS6 was equivalent that of MafK. We detected two distinct mobility forms of Myc-tagged Batf and HA-tagged Bach2 proteins in the lysates obtained from transfected 293 T cells. Bach2 selectively precipitates with the faster-migrating form, whereas JunD preferentially associates with the slower-migrating form. It has been reported that Batf is phosphorylated on multiple serine and threonine residues and at least one tyrosine residue^38^. Furthermore, the regulation of Bach2 function and translocation by Bach2 was also recently reported^35^,^39^. It is likely that the posttranslational modifications of Batf and Bach2 control the strength of the Bach2–Batf interactions.

In conclusion, we herein demonstrated that Bach2 interacts with Batf family transcription factors and controls Th2 cell development via binding to the regulatory regions in the Th2 cytokine, *Batf* and *Batf3* gene loci. We demonstrate that IL-4 and the Batf/Irf4 complex form a positive feedback loop for Th2 cell differentiation, whereas the Bach2–Batf interactions inhibit the formation of this loop. Thus, T cell-specific *Bach2* deficiency in mice results in the accelerated a positive feedback loop and subsequent enhancement of the Th2-type immune response. Taken together, we propose a novel model for the IL-4 amplifier to induce chronic Th2-type inflammation. In addition, the data presented herein also implying the novel regulatory mechanism of T cell differentiation and function mediated by Bach2–Batf interactions.

## Methods

### Mice

Cre TG mice under the control of the *Cd4* promoter were purchased from The Jackson Laboratory. *Bach2*^flox/flox^ mice^16^, Rosa-stop-Flag-Bach2 knock in mice (conditional *Bach2* TG mice) and *Batf*^flox/flox^ mice were established by Dr Tomohiro Kurosaki (RIKEN and Osaka University) and C57BL/6 mice were purchased from Clea (Clea Japan, Inc., Tokyo, Japan). *Stat6*-deficient mice^40^ were kindly provided by Dr Shizuo Akira (Osaka University). Gene manipulated mice with C57BL/6 background were used in all experiments. Female mice were used in the *in vivo* experiments. Both male and female mice were used in the *in vitro* experiments. All mice were maintained under specific pathogen-free conditions and used at 8–12 weeks of age. We did not use blind methods. All experiments using mice received approval from the Kazusa DNA Research Institute and Ehime University Administrative Panel for Animal Care. All animal care was conducted in accordance with the guidelines of the Kazusa DNA Research Institute and Ehime University.

### Reagents

The antibodies used for intracellular and cell-surface staining were as follows: anti-IL-4-phycoerythrin mAb (11B11; BD Bioscience), anti-IFN-γ-fluorescein isothiocyanate isomer-1 (FITC) mAb (XMG1.2; BD Bioscience), anti-IL-5-allophycocyanin (APC) (TRFK5; eBioscience), anti-IL-13-phycoerythrin (eBio13A; eBioscience) and anti-Gata3-Alexa Fluor 647 (L50-823; BD Bioscience). The antibodies used for immunoblotting were as follows: anti-Gata3 mAb (cat#A300-105A; Santa Cruz Biotech) and anti-α-Tubulin mAb (cat#MS-581-P; NeoMarkers). The antibodies used for the ChIP assay were as follows: anti-Bach2 anti-serum (cat#SAB2100201; Thermo Scientific), anti-Gata3 pAb (cat#AF2605; R&D), ant-Batf mAb (D7C5; CST), anti-Irf4 mAb (D43H10; CST), anti-JunD pAb (329; Santa Cruz Biotech), anti-histone H3K4me3 pAb (cat#39159; Active Motif) and anti-histone H3K27ac pAb (cat#39133; Active Motif). The antibodies used for the immunoprecipitation were as follows: anti-Myc-Tag mAb (PL14; MBL, Japan) and anti-HA-Tag mAb (TANA2; MBL, Japan). All antibodies were diluted and used according to the manufacturer's instructions.

### CD4 T cells stimulation and differentiation *in vitro*

Naive CD4 T (CD44^low^CD62L^high^CD25^negative^) cells were prepared using a CD4^+^CD62L^+^ T cell isolation kit II (cat#130-093-227; Miltenyi Biotec). Naive CD4 T cells (1.5 × 10^6^) were stimulated with an immobilized anti-TCR-β mAb (3 μg ml^−1^, H57-597; BioLegend) and an anti-CD28 mAb (1 μg ml^−1^, 37.5; BioLegend) for 2 days under the conditions indicated. Next, the cells were transferred to a new plate and further cultured in the presence of cytokines. The cytokine conditions were as follows: IL-2 conditions, IL-2 (10 ng ml^−1^); Neutral (Thn) conditions, IL-2 (10 ng ml^−1^), anti-IL-4 mAb (5 μg ml^−1^, 11B11; BioLegend) and anti-IFN-γ mAb (5 μg ml^−1^, R4-6A2; BioLegend); Th2 conditions, IL-2 (10 ng ml^−1^), IL-4 (1 ng ml^−1^), and anti-IFN-γ mAb (5 μg ml^−1^, R4-6A2; BioLegend).

### Intracellular staining

For the intracellular staining of cytokines, cells were differentiated *in vitro* and stimulated with an immobilized anti-TCR-β mAb (3 μg ml^−1^, H57-597; BioLegend) for 6 h with monensin (2 μM, cat#M5273; Sigma-Aldrich), and intracellular staining was then performed^41^. For the intracellular staining of transcription factors, the cells tested without restimulation were stained using a transcription factor staining buffer kit according to the manufacturer's protocol (cat#TNB-0607-KIT; TONBO biosciences). Flow cytometry (fluorescence-activated cell sorting) was performed using a FACSCalibur instrument (BD Biosciences), and the results were analysed using the FlowJo software program (Tree Star).

### ELISA assay

Cells were stimulated with an immobilized anti-TCR-β mAb (3 μ ml^−1^) for 16 h. The concentrations of IL-2, IL-4, IL-5 and IFN-γ in the supernatants were determined using ELISAs, as described previously^41^. For the determination of IL-13, the DuoSet ELISA Kit (cat#DY413; R & D Systems) was used.

### Quantitative reverse transcriptase polymerase chain reaction

Total RNA was isolated using TRIzol reagent and complementary DNA (cDNA) was synthesized using the Superscript VILO cDNA synthesis kit (cat#11754; Life Technologies). Quantitative reverse transcription–PCR was performed using Step One Plus Real-Time PCR Systems (Life Technologies)^41^.

### Immunoprecipitaion and immunoblot analysis

Nuclear extracts were prepared using NE-PER Nuclear and Cytoplasmic Extraction Reagents (cat#78833; Thermo Fisher Scientific). In the case of immunoprecipitation with anti-Myc-Tag mAb (PL14), the cells were lysed with radioimmunoprecipitation buffer (1% nonidet P-40, 0.25% sodium deoxychorate, 150 mM NaCl, 1 mM EDTA, 1 mM phenylmethylsulphonyl fluoride, 1 μ ml^−1^ aprotinin, leupepton and pepstain, 1 mM Na_3_VO_4_, 1 mM NaF and 50 mM Tris-HCl (pH 7.4)). The lysates or precipitates were separated on an SDS polyacrylamide gel and then subjected to immunoblotting with specific antibodies. Images have been cropped for presentation. Full size images are presented in Supplementary Fig. 13.

### ChIP assay and ChIP-seq

The Magna ChIP kit was used for the ChIP assay according to the manufacturer's protocol (EMD-Millipore). Samples for ChIP-seq were prepared according to the manufacturer's protocol (Illumina) and sequenced using a Genome Analyser IIx device (Illumina). The obtained reads were mapped on the mouse reference genome sequence (mm9) using the Bowtie 0.12.7 software program. Peak calling was performed using the MACS 1.0.0. software program. In order to visualize the ChIP sequencing results, the data were converted to a wiggle file format at a 10-base resolution and were uploaded to the IGV platform (BROAD INSTITUTE, USA).

### Luciferase reporter assay

For the AP-1 promoter assay, the AP-1 luciferase reporter vector (BD Mercury Pathway Profiling Luciferase System, cat#631911) was used. Murine Bach2 cDNA was cloned into the pCMV-Myc vector (BD Bioscience). A luciferase assay of the AP-1 activity was performed using the 293 T cell line. The plasmids were transfected into 293 T cells using the GeneJammer Transfection Reagent (cat#204130; Agilent Technologies). Twenty-four hours after transfection, the cells were stimulated with 30 ng ml^−1^ of 4-beta-phorbol 12-myristate acetate for 16 h, and the luciferase activity was measured using a Dual-Luciferase Reporter Assay System (cat#E1910; Promega) according to the manufacturer's protocol.

### Oligonucleotide precipitation assay

The detailed protocol for the pull-down assay has been described previously^41^. Lysates were incubated with the indicated biotinylated oligonucleotides, and bound proteins were eluted and separated on an SDS polyacrylamide gel and then subjected to immunoblotting with specific antibodies. The oligonucleotide probes used for the pull-down assay were as follows:

AP-1 consensus: 5′ biotin- CGCTTGATGACTCAGCCGGAA -3′

AP-1 mutant: 5′ biotin- CGCTTGATGACTTGGCCGGAA -3′

Th2 LCR: 5′ biotin- AAGAGAAAGAAATGACTCAACATAAA -3′

Th2 LCR mutant: 5′ biotin- AAGAGAAAGAAATAAATAAACATAAA -3′

Th2#1 (*Il4* IE): 5′ biotin-GCATAGCCAAGTCATGTGT-3′

Th2#3 (RHS6): 5′ biotin- AGAAATGACTCAACATAAA -3′

Batf3#1: 5′ biotin-ATCTGTGACTCAGCTCCCC-3′

T-MARE: 5′ biotin- GGAATTGCTGACTCATTACT -3′

NF-E2: 5′ biotin- GCCTATGAGTCAGCAATTCC -3′

### Amplified luminescent proximity homogenous assay

AlphaScreen was performed as previously described using PerkinElmer's Kit^30^,^31^. In brief, Flag-tagged Bach2 protein was mixed with biotinylated transcription factors and incubated at 26 °C for 1 h. The mixture was then added to the detection mixture containing protein A-conjugated acceptor beads, streptavidin-coated donor beads and anti-Flag M2 antibody followed by incubation at 26 °C for 1 h. AlphaScreen signals from the mixture were detected using an EnVision device with the AlphaScreen signal detection program (PerkinElmer).

### Assessment of airway inflammation and hyperresponsiveness

BAL fluid cells and lung samples for the histological examination and RNA preparation were prepared as described previously^41^. BAL cells were cytocentrifuged onto slides and stained with Diff-Quik (cat#16920; sysmex). Two-hundred leukocytes were counted on each slide. Cell types were identified using morphological criteria. The percentages of each cell type were calculated. For lung histology, mice were killed by hyperanesthesia, and the lungs were infused with 4% (v/v) Formalin in PBS for fixation. The lung samples were sectioned, stained and examined for pathological changes under a light microscope. Airway hyperresponsiveness was assessed by measuring the changes in lung resistance (RL) and dynamic compliance (Cdyn) in response to increasing doses of inhaled methacholine, as described previously^41^.

### OVA-induced allergic inflammation in mice

Allergic airway inflammation was induced in mice as previously described^41^. In brief, WT and T cell-specific Bach2 TG mice were immunized intraperitoneally with 100 μg OVA in 2 mg of aluminum hydroxide gel on day 0. Next, the mice were intranasally challenged with OVA in saline (100 μg per mouse) on days 8, 9 and 10. Twenty-four hours after the last OVA challenge, BAL-fluid cells and lung sample were prepared for histological examination.

### Primers and probes for qPCR

The specific primers, and Roche Universal Probes were as follows: *Hprt*: 5′- TCCTCCTCAGACCGCTTT -3′ (forward), 5′- CCTGTTCATCATCGTAATC -3′ (reverse), probe #95; *18s*: 5′- GCAATTATTCCCCATGAACG -3′ (forward), 5′- GGGACTTAATCAACGCAAGC -3′ (reverse), probe #48; *Cd3ɛ*: 5′- AACACGTACTTGTACCTGAAAGCTC -3′ (forward), 5′- GATGATTATGGCTACTGCTGTCA -3′ (reverse), probe #10; *Bach2*: 5′- CAGTGAGTCGTGTCCTGTGC -3′ (forward), 5′- TTCCTGGGAAGGTCTGTGAT -3′ (reverse), probe #79; *Batf*: 5′- AGAAAGCCGACACCCTTCA -3′ (forward), 5′- CGGAGAGCTGCGTTCTGT -3′ (reverse), probe #85; *Batf3*: 5′- AGAAGGCTGACAAGCTCCAC -3′ (forward), 5′- CTGCGCAGCACAGAGTTC -3′ (reverse), probe #1; *Irf4*: 5′- ACAGCACCTTATGGCTCTCTG -3′ (forward), 5′- ATGGGGTGGCATCATGTAGT -3′ (reverse), probe #3; *Il21*: 5′- TCAGCTCCACAAGATGTAAAGG -3′ (forward), 5′- GCCTTCTGAAAACAGGCAAA -3′ (reverse), probe #100; *Clca3*: 5′- AGGAAAACCCCAAGCAGTG -3′ (forward), 5′- GCACCGACGAACTTGATTTT -3′ (reverse), probe #46; *Muc2*: 5′- CTTCAACGGCAGTCCAAAAT -3′ (forward), 5′- CTCAAGGGGTGTCAGCCTAA -3′ (reverse), probe #55.

The specific primers and Roche Universal probes used in ChIP-qPCR were as follows:

Th2 #1: 5′- GAAGCAGGGATGGTCAGACT -3′ (forward), 5′- TCCCCTAGCTATCCCCTAGC -3′ (reverse), probe #106; Th2 #2: 5′- TGGGACGACAGTGAGTCTGA -3′ (forward), 5′- CTTCCTGGCCAGAGAGTTTG -3′ (reverse), probe #71; Th2 #3 (RHS6): 5′- ATGCCTGCCCTAGCTACCTC -3′ (forward), 5′- CTTGCCTTCCTACCACTGGA -3′ (reverse), probe #94; Th2 #4: 5′- GCTTCCCTCCCTTTCCAG -3′ (forward), 5′- CCGACTTGGGGGTGAGTT -3′ (reverse), probe #106; IL-4 IE: 5′- CCCAAAGGAGGTGCTTTTATC -3′ (forward), 5′- AAATCCGAAACTGAGGAGTGC -3′ (reverse), probe #75; CGRE: 5′- CTCTCCTGGTGGCGTGTT -3′ (forward), 5′- CTTTGCGCACCCTTGAAC -3′ (reverse), probe #53; IL-5p: 5′- TCACTTTATCAGGAATTGAGTTTAACA -3′ (forward), 5′- GATCGGCTTTTCTTGAGCAC -3′ (reverse), probe #43; Batf #1: 5′- AAGTGGTTTGGAGAGCGAAA -3′ (forward), 5′- AAGCAAGCGCCTTTCACAT -3′ (reverse), probe #13; Batf #2: 5′- GGGTGCTGAGAATTGACCTC -3′ (forward), 5′- GCCTAGGCTGGTGAGACAGT -3′ (reverse), probe #46; Batf #3: 5′- CCAAGCAGATTAGGACCAAAA -3′ (forward), 5′- GACCAATGGCTTAGGCTTCC -3′ (reverse), probe #104; Batf #4: 5′- GTTGTTTCTCAGCAACTTCTATGC -3′ (forward), 5′- GTGGGGACTGCGTCATTT -3′ (reverse), probe #83; Batf #5: 5′- GCTGCCAAGCCTGTCAAT -3′ (forward), 5′- GCCAAGAAAATATAAGACAATGACC -3′ (reverse), probe #53; Batf3 #1: 5′- AATACGGTTTCCAGTGATTTCC -3′ (forward), 5′- ATGGAGTGTACTGTTCTAAAATGT -3′ (reverse), probe #95; Batf3 #2: 5′- GTGTGAGGACCGGGTGAG -3′ (forward), 5′- GATGAAACTGCCCACAGCA -3′ (reverse), probe #1; Batf3 #3: 5′- GCAGACAGCAAGTGAGTCAGA -3′ (forward), 5′- TGGGTTACAATGTGGGTGATT -3′ (reverse), probe #25; Batf3 #4: 5′- TAAAGGGTGAGCCTGAAACC -3′ (forward), 5′- CGATGCTGCTGCCTTTTAAC -3′ (reverse), probe #58; β-Actp: 5′- TCTTCTTGCAACACCTCCAG -3′ (forward), 5′- GCCATCCTATCCCAAGCATA -3′ (reverse), probe #45.

### Statistical analysis

Student's *t*-test, Welch's *t*-test, ANOVA and Bonferroni's test were used for the statistical analyses.

### Data availability

The ChIP-seq and DNA microarray data were deposited in the GEO database under the accession number database GSE65084. 

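For the DNA microarray data, naive CD4 T cells from WT mice and from mice labelled Bach2-deficient were stimulated with an anti-TCR-β mAb at 3 μg ml−1 and an anti-CD28 mAb at 1 μg ml−1 for 2 days and were then cultured with IL-2 for 3 more days. The sample labels give IL-2 at 2.5 ng ml−1 for these cultures, and the paper's methods give 10 ng ml−1 for its IL-2 conditions. The cells were taken either as they were on day 5 or after 4 h of re-stimulation with an immobilized anti-TCR-β mAb. The labels describe the mice as female and the paper's text describes both sexes for its in vitro work. Each of the 4 conditions was read on 1 array, a one-colour (Cy3) Agilent whole mouse genome array, and all 4 arrays lay on 1 slide that was read in 1 scan. There was no replicate of any condition, no test between conditions was made, and the number of arrays limits the precision of every value.

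The authors deposited the scanner output of each array, in which the scanner's Feature Extraction software had subtracted the background and removed trends across the array, as an intensity per spot that was not scaled between arrays. They also deposited a table of log2 values per probe. Set against the scanner output, these values were the log2 intensity minus the array's 75th percentile, within 0.01 for at least 41001 of the 41173 probes on every array. Each array held 43379 spots of 41174 probes besides the controls, and no spot was saturated. The probes well above background numbered 22223 for WT cells and 22061 for cells labelled Bach2-deficient before re-stimulation, and 22098 and 22053 after it. The 75th percentile of intensity was 436 and 434 before re-stimulation and 313 and 353 after it, in the same order.

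From the scanner output, spots of one probe were averaged on the log2 scale and each array's 75th percentile over all its probes was subtracted. Of the probes, 27479 were named through the transcript accession of the probe, giving 18749 genes. A gene with several probes was read from the probe with the highest mean signal over the 4 arrays. Where a probe was well above background on only 1 of the arrays compared, the dimmer side was raised to that array's lowest signal among probes well above background, so that the difference is a bound. For want of replicates, the disagreement between different probes of one gene was used as a measure of spread. Its median over 3852 genes was an SD of 0.09 for the log2 difference between genotypes before re-stimulation and 0.11 after it, and it leaves out any difference between mice, cultures and hybridizations.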

All other data presented in this article are available in the main and Supplementary Figures, or upon request from the authors.

## Additional information

**How to cite this article:** Kuwahara, M. *et al*. Bach2–Batf interactions control Th2-type immune response by regulating the IL-4 amplification loop. *Nat. Commun.* 7:12596 doi: 10.1038/ncomms12596 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-13

## Figures and Tables

**Figure 1:**
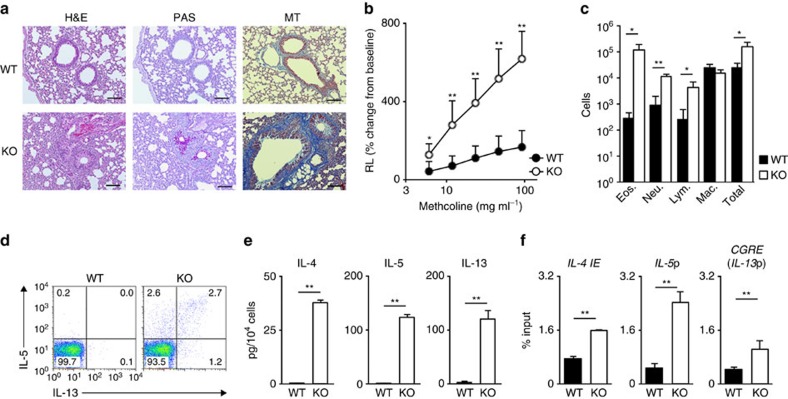
Spontaneous development of allergic airway inflammation in mice with T cell-specific *Bach2* deficiency. (**a**) Microscopic appearance of the lungs of wild-type and *Bach2*^fl/fl^ x CD4-Cre TG (*Bach2* KO) mice (*n*=5 per group), fixed and stained with haematoxylin and eosin (H&E; left panel), periodic acid-Schiff (PAS) reagent (middle panel) and Masson's trichrome (MT; right panel). Original magnification × 200 (Scale bars, 100 μm). (**b**) Airway resistance of the lungs of the wild-type or *Bach2* KO mice (mean±s.d., *n*=5 per group). *P<0.05 and **P<0.01 (ANOVA and Bonferroni's test). (**c**) Quantification of eosinophils, neutrophils, lymphocytes, macrophages and total cells in the BAL fluid of the wild-type and *Bach2* KO mice (mean±s.d., *n*=8 per group). *P<0.05 and **P<0.01 (Student's *t*-test). (**d**) The results of the intracellular flow cytometry analysis of IL-5 and IL-13 in lung CD4 T cells stimulated with 4-beta-phorbol 12-myristate acetate (PMA) plus ionomycin for 4 h. The numbers of cells are indicated in each quadrant. The data are representative of three-independent experiments with similar results. (**e**) The results of the ELISA for cytokines in the supernatants derived from the lung CD4 T cells stimulated with an immobilized anti-TCR-β mAb and an anti-CD28 mAb for 16 h (mean±s.d., *n*=3 per group). **P<0.01 (Student's *t*-test). (**f**) The levels of histone H3K27 acetylation at the Th2 cytokine gene loci in the lung CD4 T cells were determined using a ChIP-qPCR assay; the results are presented relative to those of input DNA with the s.d. **P<0.01 (Student's *t*-test) (mean±s.d., *n*=5).

**Figure 2:**
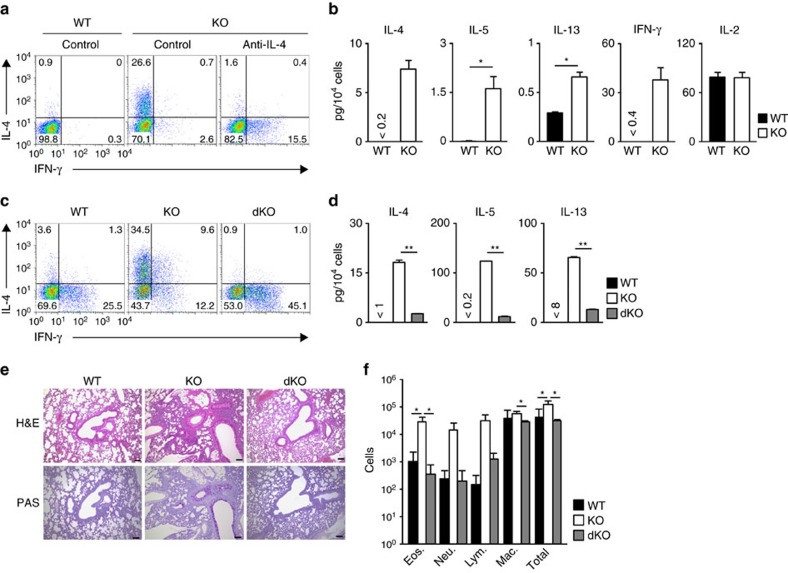
The IL-4/Stat6-dependent augmentation of the Th2-type immune response in *Bach2*-deficient mice. (**a**) The results of the intracellular flow cytometry analysis of IL-4/IFN-γ in the wild-type (WT) and *Bach2*-deficient naive CD4 T cells cultured under IL-2 conditions in the absence (left) or presence (right) of a neutralizing mAb against IL-4. The numbers of cells are indicated in each quadrant. The data are representative of three-independent experiments with similar results. (**b**) The results of the ELISA for cytokines in the supernatants of the WT and Bach2 KO naive CD4 T cells stimulated with an immobilized anti-TCR-β mAb and an anti-CD28 mAb for 16 h. *P<0.05 and **P<0.01 (Student's *t*-test) (mean±s.d., *n*=3 per group). The data are representative of at least three-independent experiments with similar results. (**c**) The results of the intracellular flow cytometry analysis of IL-4/IFN-γ in the WT, *Bach2*-deficient (KO) and *Bach2*/*Stat6* double-deficient (dKO) naive CD4 T cells cultured under IL-2 conditions. The numbers of cells are indicated in each quadrant. The data are representative of three-independent experiments with similar results. (**d**) The results of the ELISA for cytokines in the supernatants derived from wild-type (WT), *Bach2*-deficient (KO) and *Bach2*/*Stat6* double-deficient (dKO) lung CD4 T cells (mean±s.d., *n*=3 per group) stimulated with an immobilized anti-TCR-β mAb and an anti-CD28 mAb for 16 h. **P<0.01 (Student's *t*-test). (**e**) Microscopic appearance of the lungs of wild-type (WT), *Bach2*-deficient (KO) and *Bach2*/*Stat6* double-deficient (dKO) mice (mean±s.d., *n*=5 per group), fixed and stained with haematoxylin and eosin (H&E; upper panel) or periodic acid-Schiff (PAS) reagent (lower panel). Original magnification × 200 (Scale bars, 100 μm). (**f**) Quantification of eosinophils, neutrophils, lymphocytes, macrophages and total cells in the BAL fluid of the wild-type (WT), *Bach2*-deficient (KO) and *Bach2*/*Stat6* double-deficient (dKO) mice (mean±s.d., *n*=5 per group). *P<0.05 (Student's *t*-test).

**Figure 3:**
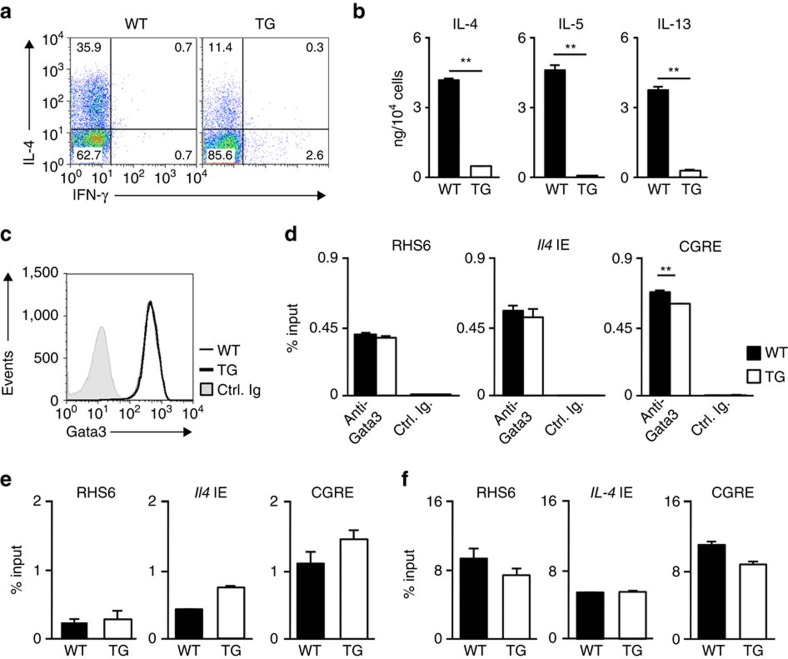
Decreased Th2 cell differentiation and Th2 cytokine production in *Bach2*-TG naive CD4 T cells. (**a**) The results of the intracellular flow cytometry analysis of IL-4/IFN-γ in the wild-type (WT) and *Bach2*-TG naive CD4 T cells cultured under Th2 conditions. The numbers of cells are indicated in each quadrant. The data are representative of at least three-independent experiments with similar results. (**b**) The results of the ELISA for cytokines in the supernatants of the cells in (**a**) stimulated with an immobilized anti-TCR-β mAb for 16 h. **P<0.01 (Student's *t*-test; mean±s.d., *n*=3). (**c**) The results of the flow cytometry analysis of Gata3 in WT or *Bach2*-deficient naive CD4 T cells cultured under Th2 conditions for 2 days. The data are representative of at least three-independent experiments with similar results. (**d**) The results of the ChIP assay of the binding of Gata3 to the *RHS6* within the LCR of the Th2 cytokine gene locus, the *Il4* IE and the CGRE in naive CD4 T cells cultured under Th2 conditions for 2 days; the results are presented relative to those of input DNA with the s.d. **P<0.01 (Student's *t*-test; *n*=3). (**e**,**f**) The levels of histone H3K4 tri-methylation (**e**) and H3K27 acetylation (**f**) at the Th2 cytokine gene loci in naive CD4 T cells cultured under Th2 condition for 2 days were determined using a ChIP-qPCR assay; the results are presented relative to those of input DNA with the s.d. **P<0.01 (Student's *t*-test; *n*=5).

**Figure 4:**
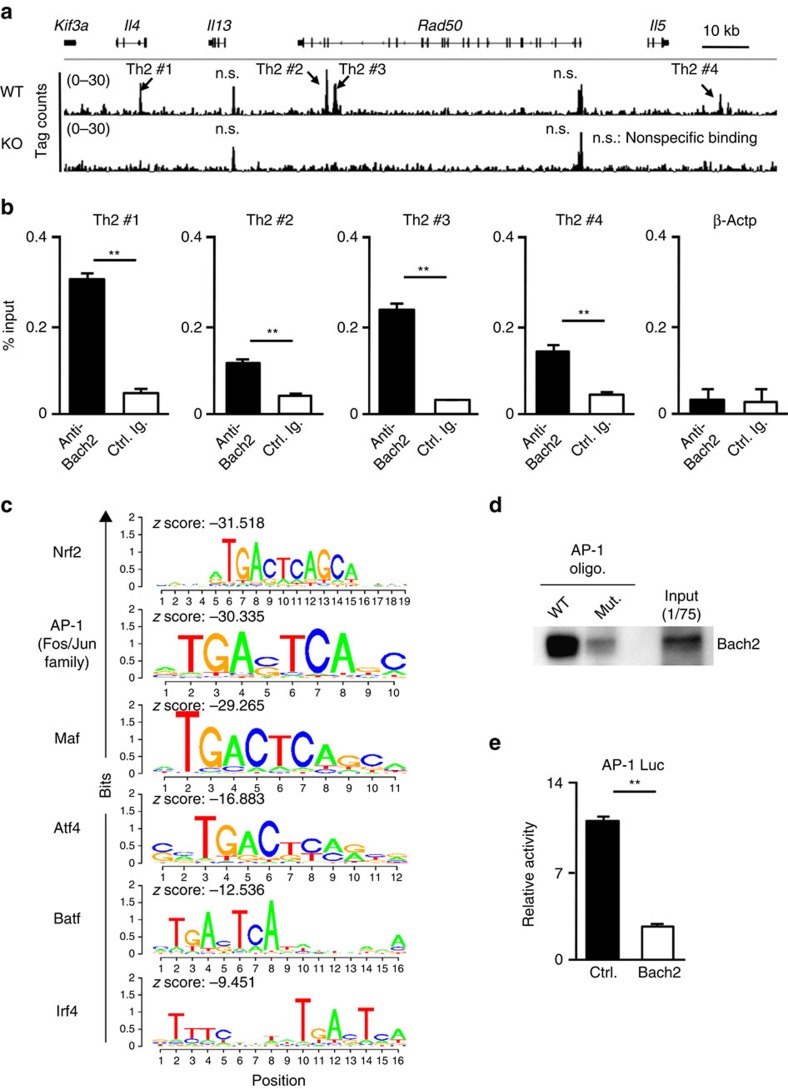
Bach2 binds to the AP-1 motif containing regulatory regions of Th2 cytokine gene loci. (**a**) Global patterns of Bach2 binding at the Th2 cytokine gene loci in the WT and *Bach2*-deficient naive cells cultured under neutral conditions for 5 days were determined using a ChIP-seq analysis. (**b**) The results of the ChIP assay with a quantitative PCR analysis of Bach2 binding in the WT naive CD4 T cells cultured under IL-2 conditions for 2 days; the results are presented relative to those of input DNA with the s.d. **P<0.01 (Student's *t*-test; *n*=3). (**c**) Enriched Bach2-binding motifs in the naive CD4 T cells cultured under neutral conditions for 5 days. (**d**) The results of the pull-down assay of the binding of Bach2 to wild-type (WT) or mutant (Mut.) AP-1 consensus oligonucleotides in the effector CD4 T cell lysates. The data are representative of at least three-independent experiments with similar results. (**e**) The luciferase activity in 293 T cells transfected with an empty vector or Bach2, as well as a firefly luciferase reporter for AP-1, was unstimulated or stimulated with the phorbol ester 4-beta-phorbol 12-myristate acetate (PMA) (30 ng ml^−1^) for 16 h; the results are presented relative to the *Renilla* luciferase activity with the s.d. **P<0.01 (Student's *t*-test; *n*=3).

**Figure 5:**
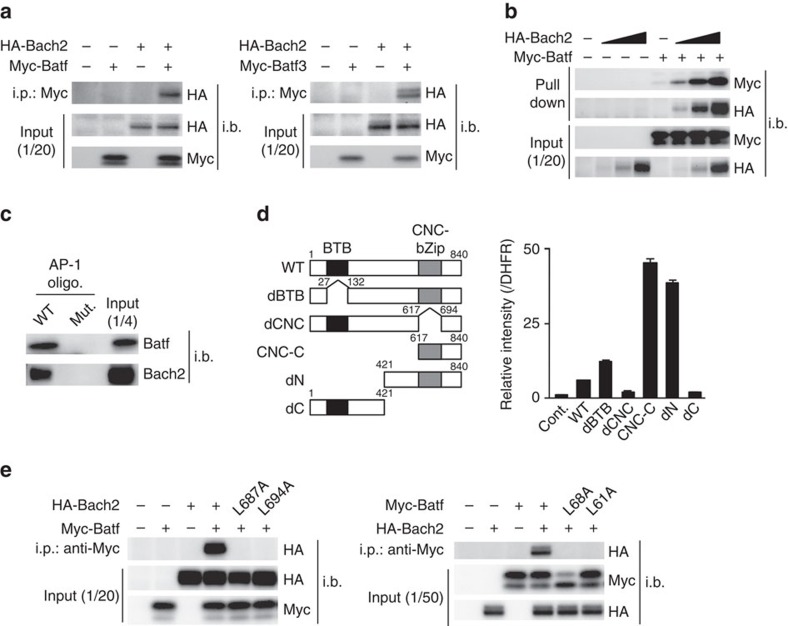
The association of Bach2 with Batf family proteins. (**a**) Immunoprecipitation (i.p.) and immunoblot (i.b.) analyses of the association of Bach2 and Batf in 293 T cell lysates left untransfected (−) or transfected (+) to express Myc-tagged Batf (Myc-Batf) and/or HA-tagged Bach2 (HA-Bach2; left) or to express Myc-tagged Batf (Myc-Batf3) and/or HA-tagged Bach2 (HA-Bach2; right); below (Input), a parallel analysis of the total cell lysates (without i.p.). The data are representative of three-independent experiments with similar results. (**b**) A pull-down assay of the binding of the Batf/Bach2 complex to an AP-1 consensus oligonucleotide in 293 T cell lysates transfected to express Myc-Batf and/or HA-Bach2 (Input (below), i.b. analysis of whole-cell lysates without precipitation). Wedges indicate 3-fold ‘titration' of the input lysates. The data are representative of independent experiments with similar results. (**c**) The results of the pull-down assay of the binding of Bach2–Batf complex to wild-type (WT) or mutant (Mut.) AP-1 consensus oligonucleotides in the effector CD4 T cell lysates. The data are representative of three-independent experiments with similar results. (**d**) A schematic representation of the Bach2 mutants (left). The results of the AlphaScreen to detect the interaction of Batf with the Bach2 mutants (right). The relative intensities to dihydrofolate reductase (DHFR) binding are presented as the averages of three-independent experiments. (**e**) i.p. and i.b. analyses of the association of the wild-type Batf with Bach2 point mutants (L687A and L694A) (left) or wild-type Bach2 with Batf point mutants (L68A and L61A) (right l) in 293 T cell lysates. The cell lysates were prepared as described in (**a**). The data are representative of three-independent experiments with similar results.

**Figure 6:**
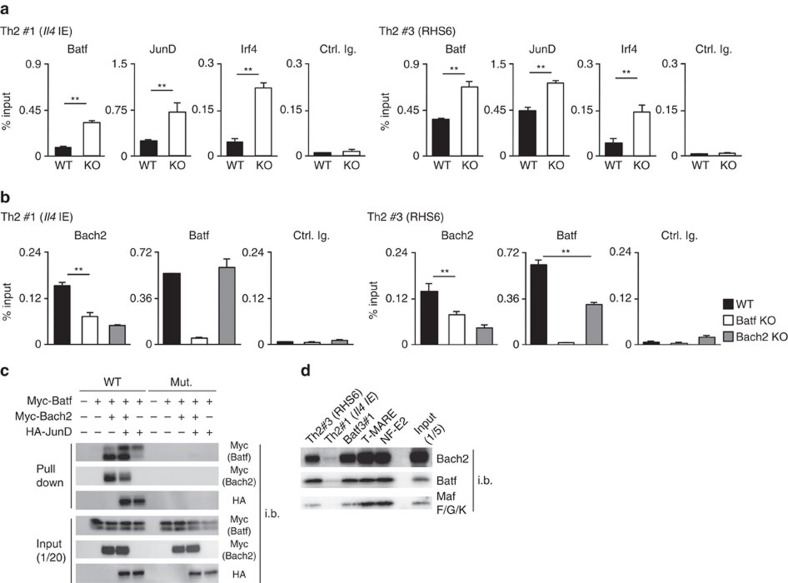
The Bach2/Batf complex interferes with the recruitment of the Batf/JunD/Irf4 active complex. (**a**) The results of the ChIP assay of Batf, JunD or Irf4 binding at Th2#1 (*Il4* IE) and Th2#3 (RHS6 region) using a quantitative PCR (qPCR) analysis with wild-type (WT) and *Bach2*-deficient CD4 T cells cultured under IL-2 conditions for 48 h; the results are presented relative to those of input DNA with the s.d. *P<0.05 and **P<0.01 (Student's *t*-test; *n*=3). The data are representative of at least three-independent experiments with similar results. (**b**) The results of the ChIP assay of Bach2 or Batf binding at Th2#1 (*Il4* IE) and Th2#3 (RHS6) using a qPCR analysis with WT, *Batf*-deficient and *Bach2*-deficient CD4 T cells cultured under IL-2 conditions for 48 h; the results are presented relative to those of input DNA with the s.d. *P<0.05 and **P<0.01 (Student's *t*-test; *n*=3). The data are representative of at least three-independent experiments with similar results. (**c**) A pull-down assay of binding of the Batf/Bach2 complex and Batf/JunD complex to a Th2#3 oligonucleotide (WT) or AP-1 motif-mutated Th2#3 oligonucleotide (Mut.) in 293 T cell lysates left untransfected (−) or transfected (+) to express Myc-Batf, Myc-Bach2 and/or HA-tagged JunD (HA-JunD); below (Input), a parallel analysis of total cell lysates (without immunoprecipitation). The data are representative of three-independent experiments with similar results. (**d**) The results of the pull-down assay of the binding of Bach2–Batf complex to the RHS6 and Batf3#1 oligonucleotide in the Th2 cell lysates. The data are representative of three-independent experiments with similar results.

**Figure 7:**
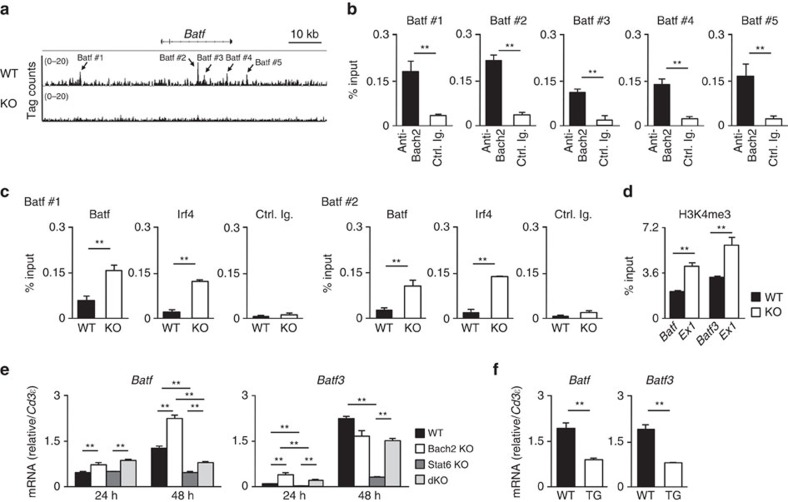
Bach2 inhibits the formation of a positive feedback loop to induce Th2 cell development. (**a**) Global patterns of Bach2 binding to the *Batf* gene locus in the wild-type (WT) and *Bach2*-deficient naive cells cultured under neutral conditions for 5 days were determined using a ChIP-seq analysis. (**b**) Results of the ChIP assay with a quantitative PCR (qPCR) analysis of Bach2 binding to the *Batf* gene locus in the WT naive CD4 T cells cultured under IL-2 conditions for 48 h; the results are presented relative to those of input DNA with the s.d. **P<0.01 (Student's *t*-test; *n*=3). (**c**) Results of the ChIP assay with a qPCR analysis of Batf or Irf4 binding at the Batf #1 and Batf #2 regions in the WT and *Bach2*-deficient CD4 T cells cultured under neutral conditions for 48 h; the results are presented relative to those of input DNA with the s.d. *P<0.05 and **P<0.01 (Student's *t*-test; *n*=3). The data are representative of three-independent experiments with similar results. (**d**) The levels of histone H3K4 tri-methylation at the transcription start sites of the *Batf* and Batf3 gene loci in the WT or *Bach2*-deficient naive CD4 T cells cultured under IL-2 conditions for 48 h were determined using a ChIP-qPCR assay; the results are presented relative to those of input DNA with the s.d. **P<0.01 (Student's *t*-test; *n*=3). (**e**) Results of the quantitative reverse transcription (RT)–PCR analysis of *Batf* and *Batf3* mRNA in the WT, *Bach2*-, *Stat6*- or *Bach2*/*Stat6* double-deficient naive CD4 T cells stimulated with an anti-TCR-β mAb plus an anti-CD28 mAb in the presence of IL-2 for the indicated hours. The results are presented relative to the mRNA expression of *Cd3*ɛ, with the s.d. **P<0.01 (Student's *t*-test; *n*=3). (**f**) Results of the quantitative RT–PCR analysis of *Bach2* and *Batf3* mRNA in the WT or *Bach2* TG naive CD4 T cells cultured under Th2 conditions for 48 h. The results are presented relative to the mRNA expression of *Cd3*ɛ, with the s.d. **P<0.01 (Student's *t*-test; *n*=3).

**Figure 8:**
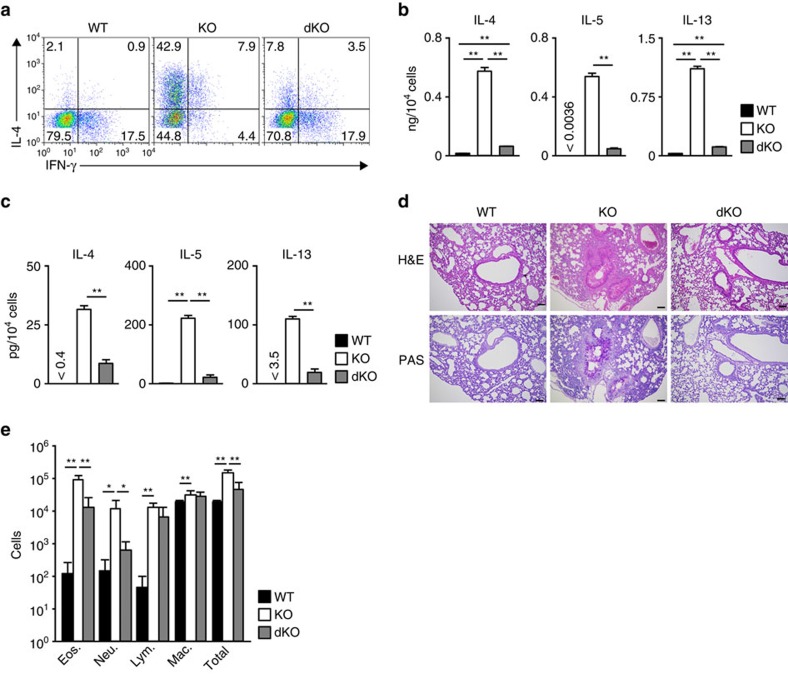
The augmented Th2-type immune response in the *Bach2*-deficient mice was normalized by T cell-specific *Batf* deletion. (**a**) The results of the intracellular flow cytometry analysis of IL-4/IFN-γ in the WT, *Bach2*-deficient (KO) and *Bach2*/*Batf* double-deficient (dKO) naive CD4 T cells cultured under IL-2 conditions. The numbers of cells are indicated in each quadrant. The data are representative of three-independent experiments with similar results. (**b**) Results of the ELISA for cytokines in the supernatants of the cells in (**a**) stimulated with an immobilized anti-TCR-β mAb for 16 h. **P<0.01 (Student's *t*-test; mean±s.d., *n*=3). (**c**) Results of the ELISA for cytokines in the supernatants derived from the lung CD4 T cells from indicated mice stimulated with an immobilized anti-TCR-β mAb and an anti-CD28 mAb for 16 h. **P<0.01 (Student's *t*-test; mean±s.d., *n*=4). (**d**) Microscopic appearance of the lungs of wild-type (WT), *Bach2*-deficient (KO) and *Bach2*/*Batf* double-deficient (dKO) mice (mean±s.d., *n*=5 per group), fixed and stained with haematoxylin and eosin (H&E; upper panel) or periodic acid-Schiff (PAS) reagent (lower panel). Original magnification × 200 (Scale bars, 100 μm). (**e**) Quantification of eosinophils, neutrophils, lymphocytes, macrophages and total cells in the BAL fluid of the wild-type (WT), *Bach2*-deficient (KO) and *Bach2*/*Batf* double-deficient (dKO) mice (mean±s.d., *n*=5 per group). *P<0.05 and **P<0.01 (Student's *t*-test).

# Supplementary material for: Bach2–Batf interactions control Th2-type immune response by regulating the IL-4 amplification loop
**Source:** Nat Commun. 2016 Sep 1;7:12596. doi: 10.1038/ncomms12596
**Supplement:** Supplementary Information — Supplementary Figures 1-13

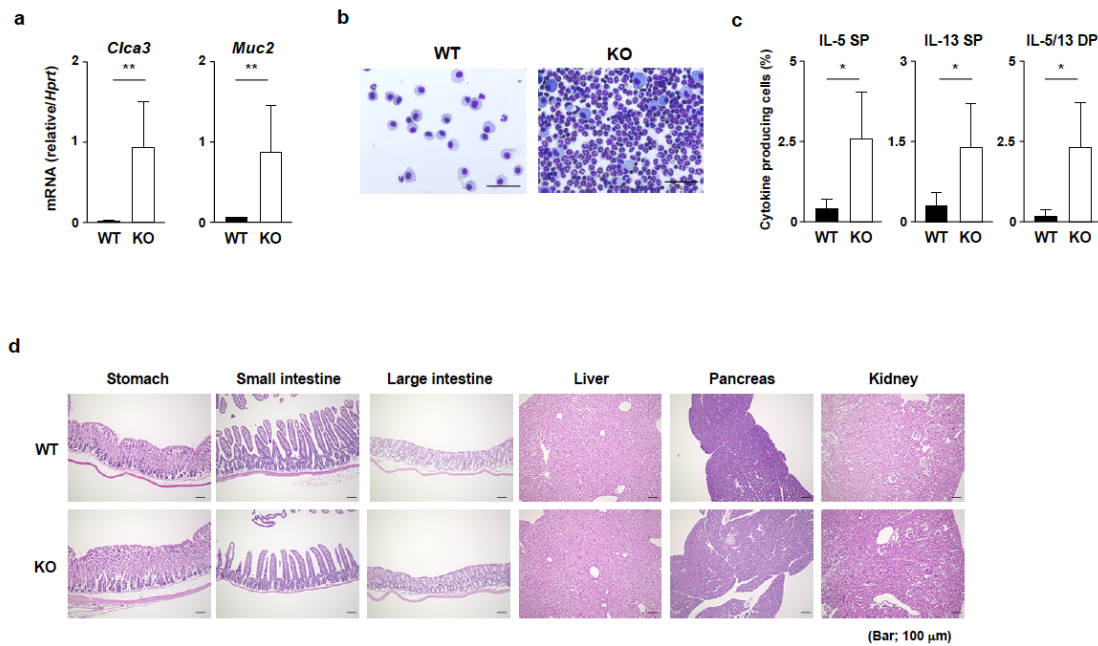

**Supplementary Fig. 1. Spontaneous development of lung inflammation in T cell-specific *Bach2*-deficient mice**

**(a)** The results of the quantitative RT-PCR analysis of the *Clca3* and *Muc2* mRNA in the lungs of WT control and *Bach2*<sup>fl/fl</sup> × CD4-Cre TG (*Bach2*-deficient) mice (mean ±SD, n = 8). The results are presented relative to the expression of *Hprt* mRNA with the standard deviation. \*\**P* < 0.01 (Student's *t*-test). **(b)** Diff-Quick staining of the BAL fluid cells derived from WT control and *Bach2*-deficient mice. (Scale bars = 50  $\mu$ m). The results are representative of eight independent experiments. **(c)** The percentages of IL-5- and IL-13-producing cells in the lung CD4 T cells of WT control and *Bach2*-deficient mice are shown with the standard deviation (mean ±SD, n = 5). \**P* < 0.05 (Student's *t*-test). **(d)** Microscopic findings of the indicated organs derived from WT and *Bach2*-deficient mice (n = 5 per group), fixed and stained with

hematoxylin and eosin. The results are representative of three independent experiments.

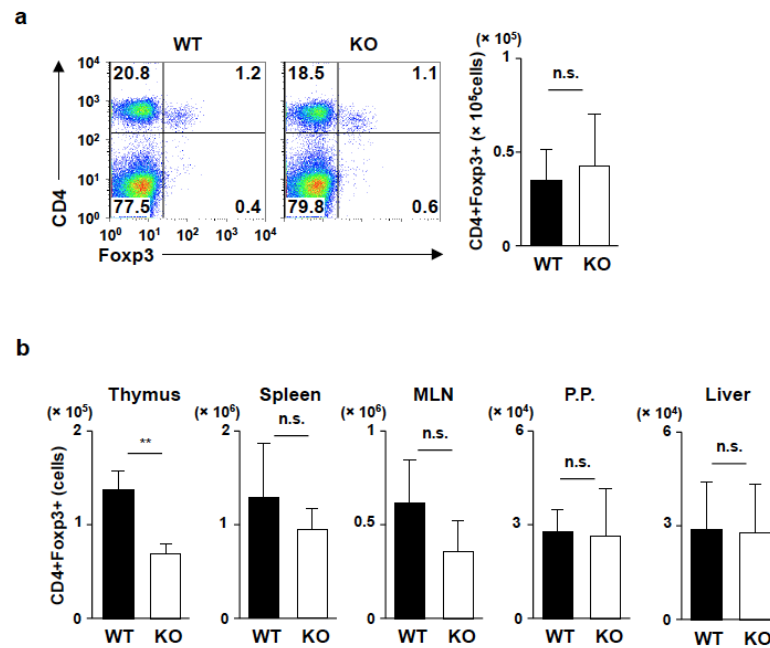

**Supplementary Fig. 2. Differentiation of regulator T cells in T cell-specific *Bach2*-deficient mice**

**(a)** The results of the intracellular flow cytometry analysis of Foxp3 in the lung CD4 T cells of *Bach2*-deficient mice. The cell numbers of Foxp3-positive CD4 T cells in the lungs are shown with standard deviations (mean  $\pm$ SD,  $n = 5$ ; right panel). **(b)** The numbers of Foxp3-positive CD4 T cells in the thymus, spleen, mesenteric lymph nodes, Peyer's patch (P.P.) and liver are shown with standard deviations (mean  $\pm$ SD,  $n = 5$ ).

\*\* $P < 0.01$ , n.s.: not significant (Student's  $t$ -test).

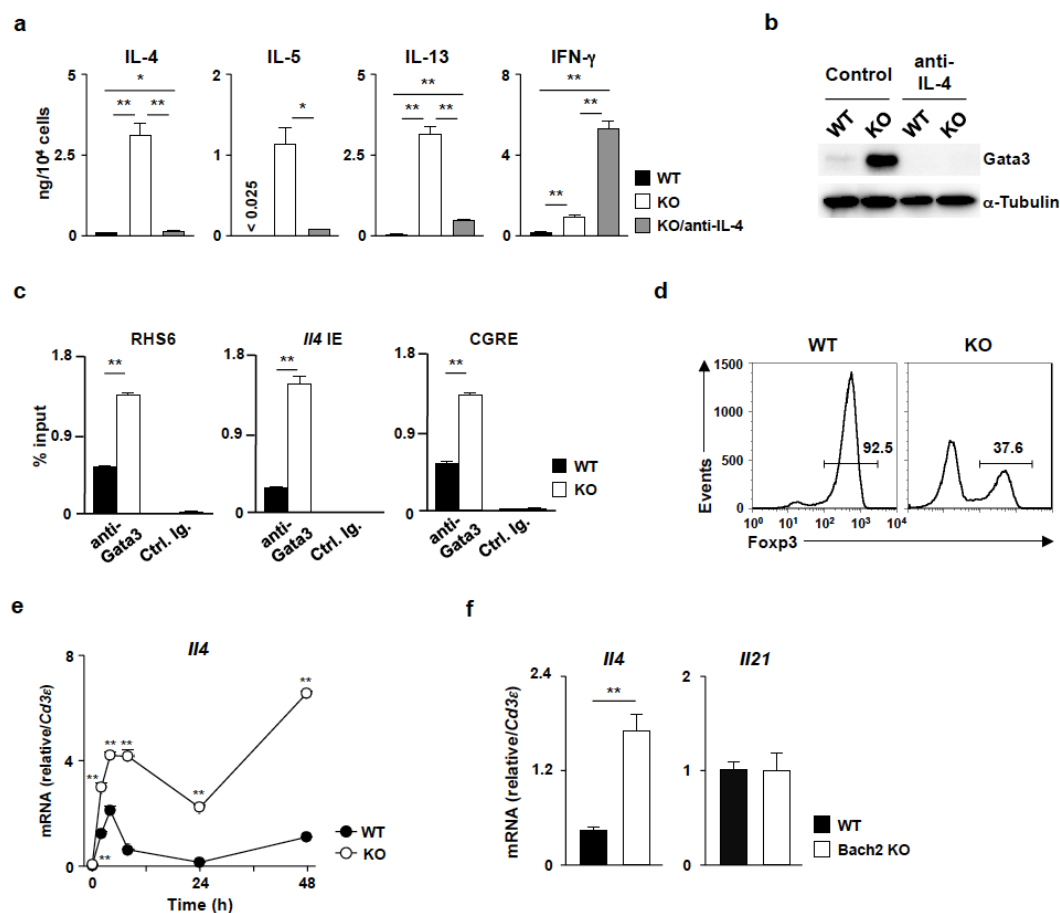

**Supplementary Fig. 3. Enhanced Th2 cell differentiation in *Bach2*-deficient T cells**

**(a)** The results of the ELISA for cytokines in the supernatants of the cells in **(Fig. 2a)** stimulated with an immobilized anti-TCR- $\beta$  mAb for 16 hours. \*\* $P < 0.01$  (Student's  $t$ -test) (mean  $\pm$ SD,  $n = 3$ ). **(b)** The results of the immunoblot analysis of Gata3 in the nuclear fractions of WT or *Bach2*-deficient naïve CD4 T cells cultured under IL-2 or neutral conditions for four days. The results of an analysis with an antibody against  $\alpha$ -tubulin (Anti- $\alpha$ -tubulin) served as a loading control for the cytosolic fractions. **(c)** The results of the ChIP assay of the binding of Gata3 to the Rad50 hypersensitive site 6

(RHS6) within the locus control region (LCR) of the Th2 cytokine gene locus, the *Il4* intron enhancer (*IL-4* IE) and the Conserved Gata response element (CGRE) in naïve CD4 T cells cultured under IL-2 conditions for two days; the results are presented relative to those of input DNA with the standard deviation. **\*\* $P < 0.01$**  (Student's *t*-test) (mean  $\pm$ SD, *n* = 3).

**(d)** Results of the intracellular flow cytometry analysis of Foxp3 expression in the WT and *Bach2*-deficient (KO) naïve CD4 T cells cultured under iTreg conditions for 3 days. The ratio of cells is indicated in each quadrant. The results are representative of three independent experiments.

**(e)** The kinetics of the *Il4* mRNA expression in WT and *Bach2*-deficient naïve CD4 T cells cultured under IL-2 conditions for the indicated times. The results are presented relative to the mRNA expression of *Cd3 $\epsilon$*  with the standard deviation (mean  $\pm$ SD, *n* = 3). **\*\* $P < 0.01$**  (Student's *t*-test).

**(f)** The results of the quantitative RT-PCR analysis of *Il4* and *Il21* mRNA in *Bach2*-deficient Tfh cells isolated from Peyer's patch. The CD3 $\epsilon^+$ CD4 $^+$ PD1 $^{\text{high}}$ CXCR5 $^{\text{high}}$  cells were sorted by flow cytometry, and then stimulated with an anti-TCR $\beta$  mAb for 4 hours. The results are presented relative to the mRNA expression of *Cd3 $\epsilon$* , with the standard deviation. **\*\* $P < 0.01$**  (Student's *t*-test) (mean  $\pm$ SD, *n* = 3).

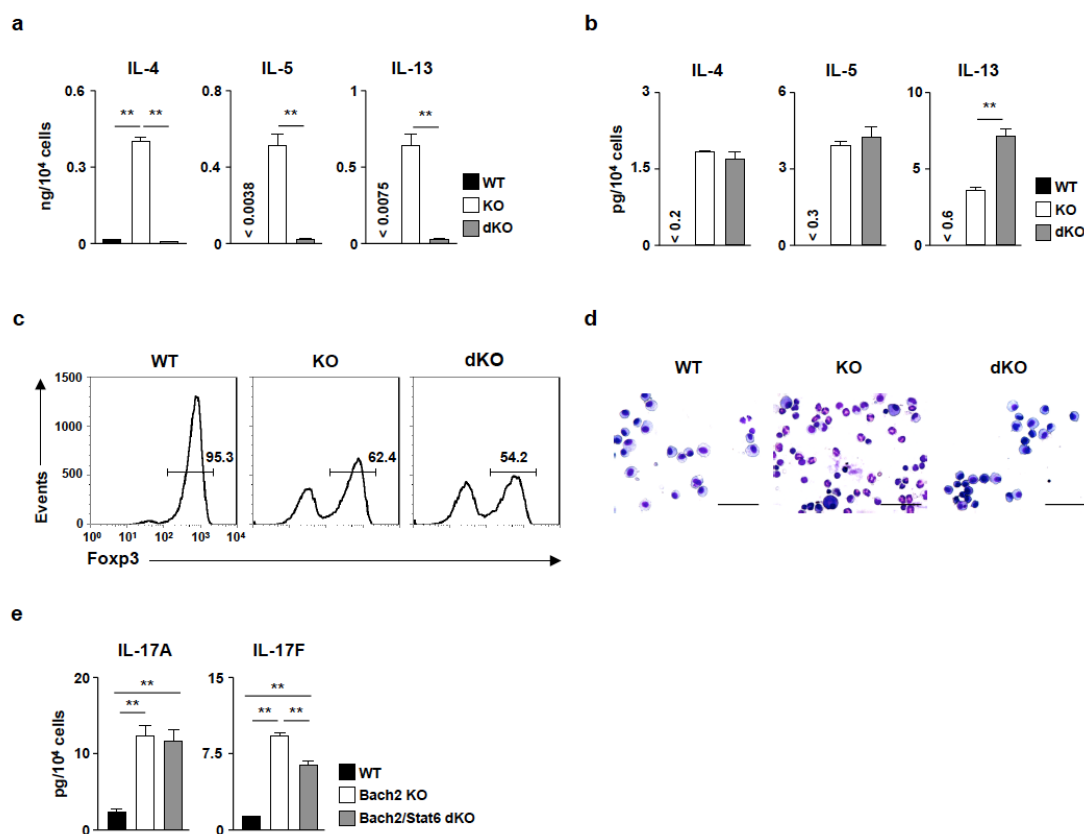

#### Supplementary Fig. 4. Phenotypic characterization of *Bach2/Stat6*

##### double-deficient CD4 T cells

**(a)** The results of the ELISA for cytokines in the supernatants of the cells in **(Fig. 2c)** stimulated with an immobilized anti-TCR- $\beta$  mAb for 16 hours.  $**P < 0.01$  (Student's *t*-test) (mean  $\pm$ SD, *n* = 3). **(b)** The results of the ELISA for cytokines in the supernatants of the WT, *Bach2*-deficient (KO) and *Bach2/Stat6* double-deficient (dKO) naïve CD4 T cells stimulated with an immobilized anti-TCR- $\beta$  mAb and an anti-CD28 mAb for 16 hours.  $**P < 0.01$  (Student's *t*-test) (mean  $\pm$ SD, *n* = 3). **(c)** The results of the intracellular flow cytometry analysis of Foxp3 expression in the WT, *Bach2*-deficient (KO) and *Bach2/Stat6* double-deficient (dKO) naïve CD4 T cells cultured under iTreg conditions for 3 days. The ratio of cells is indicated in each

quadrant. The results are representative of three independent experiments. **(d)**

Diff-Quick staining of the BAL fluid cells derived from WT control, *Bach2*-deficient and *Bach2/Stat6* double-deficient mice. (Scale bars = 50  $\mu$ m). The results are

representative of five independent experiments. **(e)** The results of the ELISA for

IL-17A and IL-17F in the supernatants derived from the lung CD4 T cells stimulated with an immobilized anti-TCR- $\beta$  mAb and an anti-CD28 mAb for 16 hours. The

production level of IL-17A and IL-17F from WT, *Bach2* KO and *Bach2/Stat6* double

KO lung CD4 T cells was determined. \* $P < 0.05$ , \*\* $P < 0.01$  (Student's *t*-test) (mean  $\pm$ SD,  $n = 3$ ).

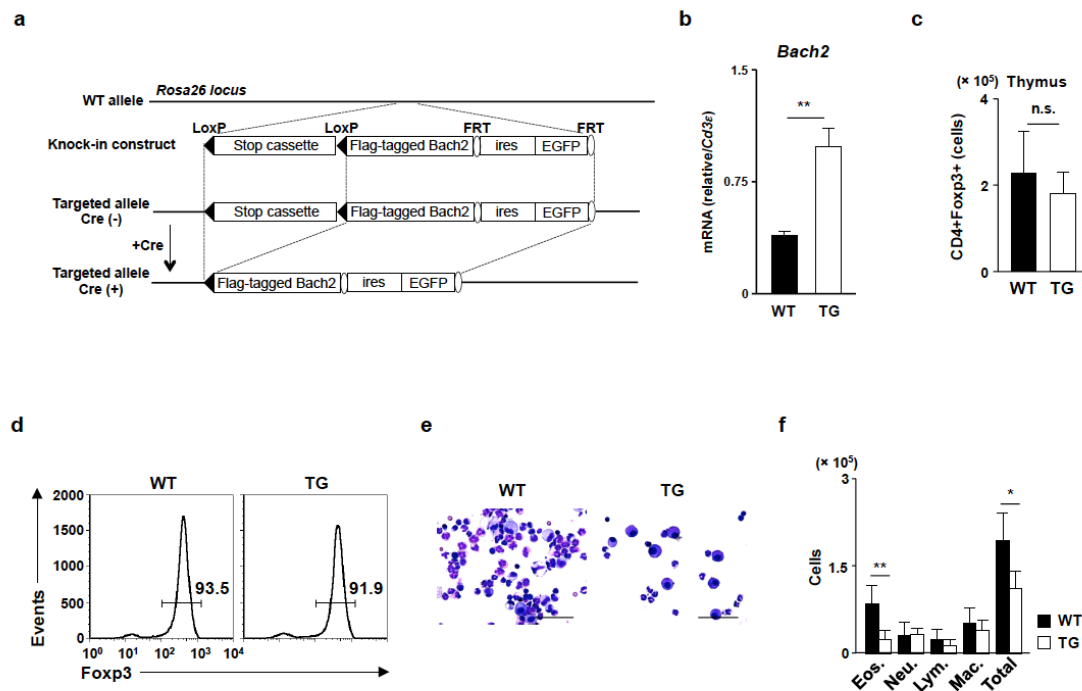

**Supplementary Fig. 5. Phenotypic characterization of T cell-specific *Bach2* TG mice**

**(a)** A schematic diagram of the Rosa26-stop-Flag-Bach2 knock-in mice (conditional *Bach2* TG mice). The conditional *Bach2* TG mice were crossed with CD4 Cre TG mice to generate T cell-specific *Bach2* TG mice. The heterozygote *Bach2* TG mice were used for analysis. **(b)** The expression of *Bach2* mRNA in effector CD4 T cells from Rosa26-Stop cassette<sup>flox/flox</sup>-*Bach2* TG x CD4-Cre TG mice. WT and *Bach2* TG naïve CD4 T cells were cultured under Th2 condition for 5 days. The results are presented relative to the mRNA expression of *Cd3ε*, with the standard deviation. \*\* $P < 0.01$  (Student's *t*-test) (mean  $\pm$ SD,  $n = 3$ ). **(c)** Foxp3-positive CD4 T cells in the thymus of *Bach2*-TG mice are shown with the standard deviation (mean  $\pm$ SD,  $n = 3$ ). n.s.: not significant (Student's *t*-test) **(d)** The results of the intracellular flow

cytometry analysis of Foxp3 expression in the WT and *Bach2*-TG naïve CD4 T cells cultured under iTreg conditions. The ratio of cells is indicated in each quadrant. The results are representative of three independent experiments. **(e)** Diff-Quick staining of the BAL fluid cells derived from OVA-immunized WT control and *Bach2* TG mice. (Scale bars = 50  $\mu$ m). **(f)** The absolute number of eosinophils (Eos.), neutrophils (Neu.), lymphocytes (Lym.), macrophages (Mac.) and total cells (Total) are shown with the standard deviation in the BAL-fluid from the OVA-challenged WT or *Bach2* TG mice (mean  $\pm$ SD, WT; n = 4, TG; n = 5) immunized with OVA. \* $P$  < 0.05, \*\* $P$  < 0.01 (Student's  $t$ -test).

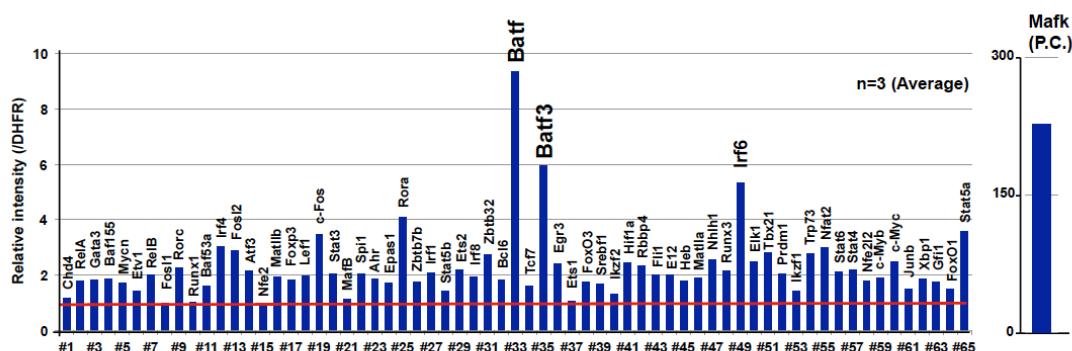

**Supplementary Fig. 6. Results of the AlphaScreen to identify the Bach2**

### **interaction transcriptional regulators**

Sixty-five transcriptional regulators were synthesized by cell-free technology and determined the interaction with Bach2 using AlphaScreen. The relative intensities to Dihydrofolate reductase (DHFR) binding are presented as the averages of three independent experiments. The red line indicates the basal interaction. The interaction of Bach2 with MafK is indicated in a positive control (right).

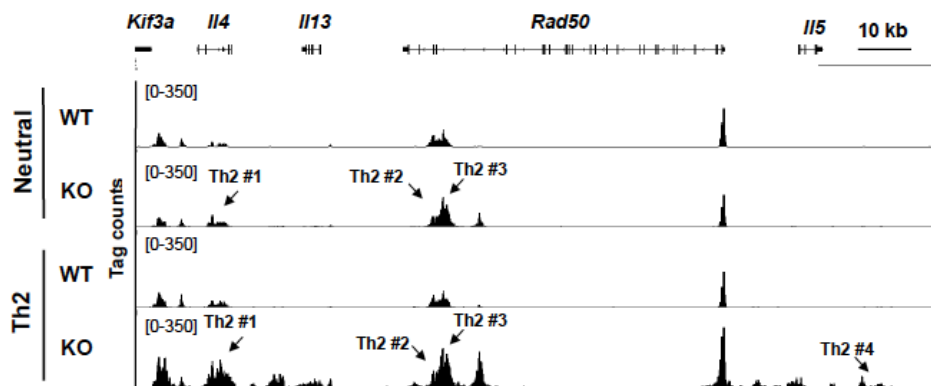

**Supplementary Fig. 7. Global patterns of histone H3K27 acetylation at the Th2 cytokine gene loci in the WT and *Bach2*-deficient naïve CD4 Tcells**

Naïve CD4 T cells were cultured under neutral conditions for five days were determined using a ChIP-seq analysis.

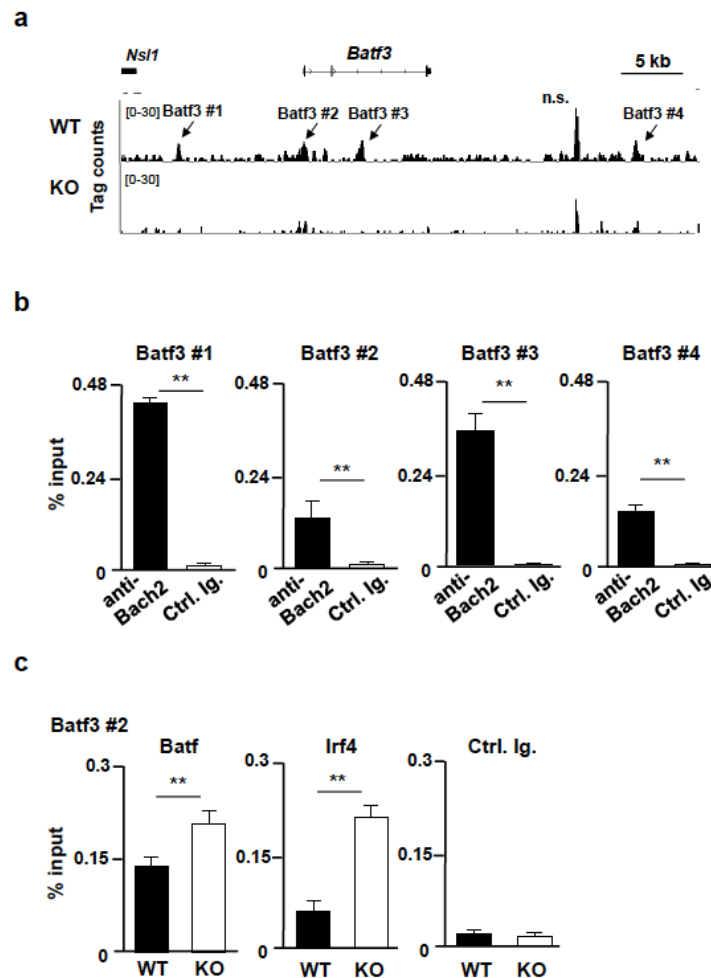

### Supplementary Fig. 8. The binding of Bach2 to the *Batf* gene locus

**(a)** The global patterns of Bach2 binding at the *Batf3* gene locus in the WT and *Bach2*-deficient naïve cells cultured under neutral conditions for five days were determined using ChIP-seq. **(b)** Results of the ChIP assay with a quantitative PCR analysis of Bach2 binding in the WT naïve CD4 T cells cultured under IL-2 conditions for 48 hours; the results are presented relative to those of input DNA with the standard deviation. \*\* $P < 0.01$  (Student's *t*-test) (mean  $\pm$ SD,  $n = 3$ ). **(c)** Binding of Batf and Irf4 at the Batf3#2 region was determined using a ChIP assay with quantitative PCR. The results are presented relative to those of input DNA with the standard deviation.

**\*\*** $P < 0.01$  (Student's  $t$ -test) (mean  $\pm$ SD,  $n = 3$ ).

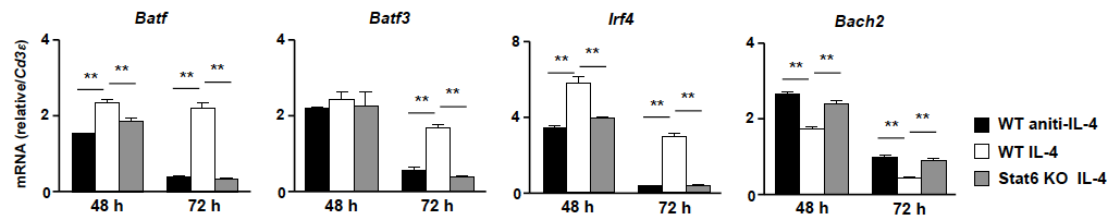

**Supplementary Fig. 9. Results of a quantitative RT-PCR analysis of *Bach2*, *Batf*, *Irf4* and *Bach2* mRNA**

WT or *Stat6*-deficient naive CD4 T cells stimulated with an anti-TCR $\beta$  mAb plus an anti-CD28 mAb in the presence or absence of IL-4 for the indicated hours. The results are presented relative to the mRNA expression of *Cd3ε*, with the standard deviation.

\*\* $P < 0.01$  (Student's *t*-test) (mean  $\pm$ SD,  $n = 3$ ).

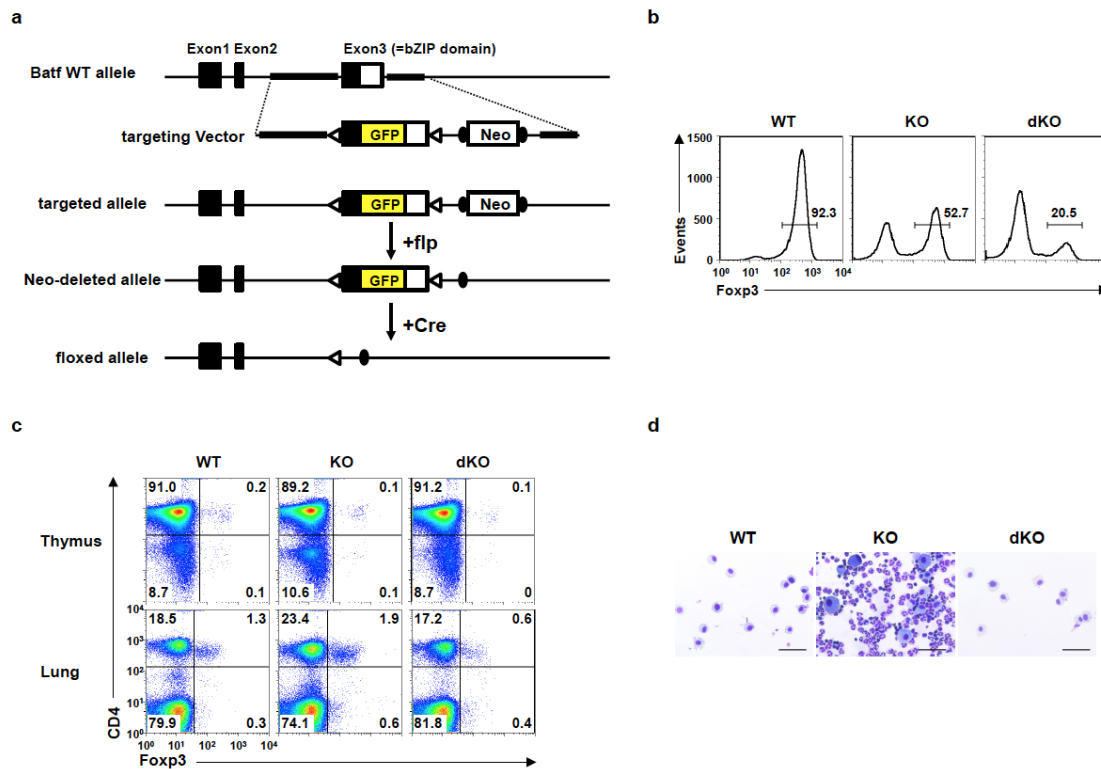

### Supplementary Fig. 10. Phenotypic characterization of T cell-specific *Bach2/Batf* double-deficient CD4 T cells

**(a)** A schematic diagram of the *Batf*-floxed allele. The *Batf*-floxed mice were crossed with CD4 Cre TG mice to generate T cell-specific *Batf*-deficient mice. **(b)** The results of the intracellular flow cytometry analysis of Foxp3 expression in the WT, *Bach2*-deficient (KO) and *Bach2/Batf* double-deficient (dKO) naïve CD4 T cells cultured under iTreg conditions for 3 days. The ratio of cells is indicated in each quadrant. The results are representative of three independent experiments. **(c)** The results of the intracellular flow cytometry analysis of Foxp3-positive CD4 T cells in the thymus and lungs of WT, *Bach2*-deficient (KO) and *Bach2/Batf* double-deficient (dKO) mice. The results are representative of three independent experiments. **(d)**

Diff-Quick staining of the BAL fluid cells derived from WT control, *Bach2*-deficient and *Bach2/Batf* double-deficient mice. (Scale bars = 50  $\mu\text{m}$ ).

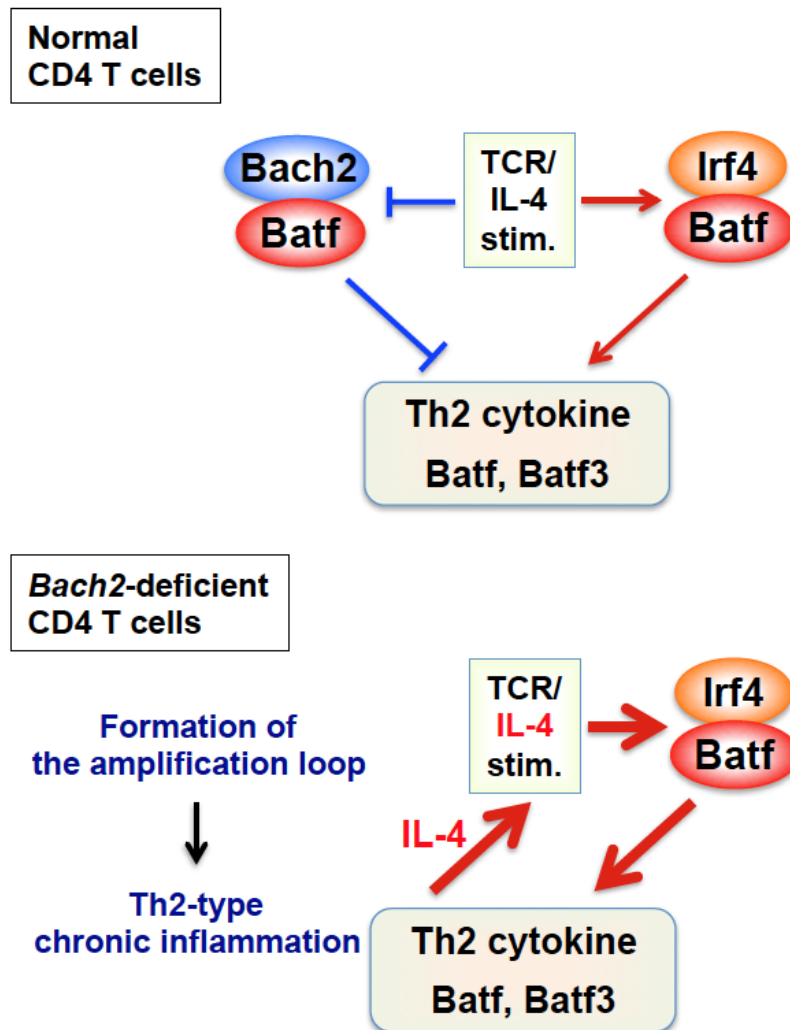

**Supplementary Fig. 11. A schematic representation of Bach2-mediated regulation of Th2-type immune response**

The Bach2-Batf interactions inhibit the formation of an IL-4 amplification loop to induce Th2 cell development and the subsequent onset of Th2-type inflammation.

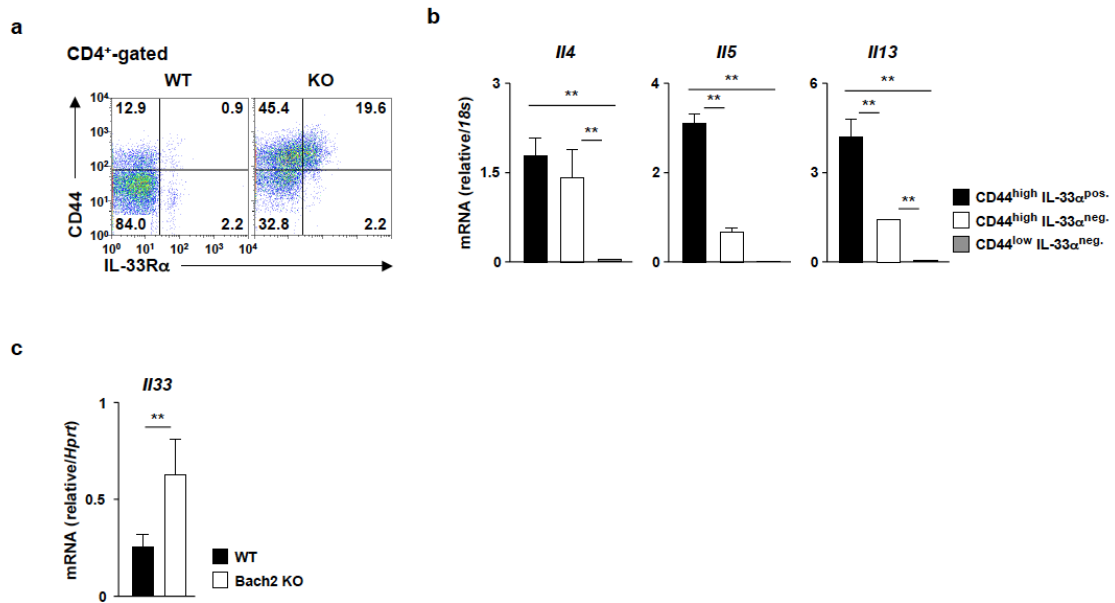

**Supplementary Fig. 12. Increased number of IL-33Rα-expressing lung CD4 T cells in T cell-specific *Bach2*-deficient mice**

**(a)** The results of the flow cytometry analysis of CD44 and IL-33Rα in lung CD4 T cells. The numbers of cells are indicated in each quadrant. **(b)** The results of a quantitative RT-PCR of *Il4*, *Il5* and *Il13* mRNA in the indicated fractions of lung CD4 T cells from *Bach2*-deficient mice. The cells were sorted by FACS and stimulated with an anti-TCRβ mAb and an anti-CD28 mAb for 4 hours. The results are presented relative to the *18s* ribosomal RNA. \*\**P* < 0.01 (Student's *t*-test) (mean ±SD, *n* = 3).

**(c)** The result of the quantitative RT-PCR analysis of *Il33* mRNA in the lungs of *Bach2*-deficient mice. The results are presented relative to the *Hprt* mRNA. \*\**P* < 0.01 (Student's *t*-test) (mean ±SD, *n* = 5).

Fig. 4d

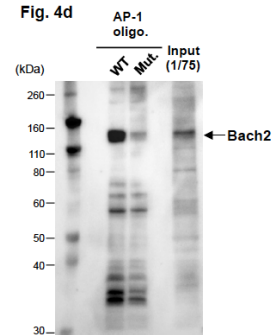

Fig. 5a upper (i.p.: Myc)

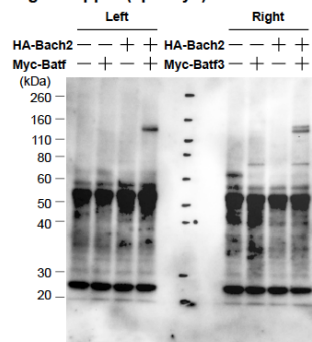

Fig. 5a middle (input)

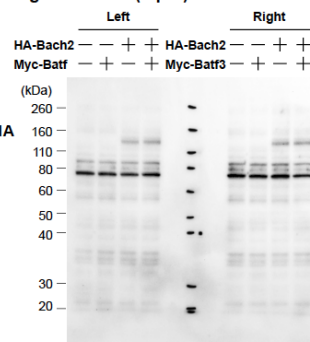

Fig. 5a lower (input)

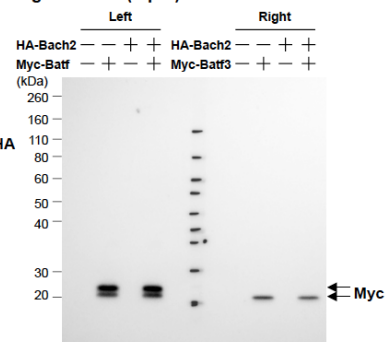

Fig. 5b pull down

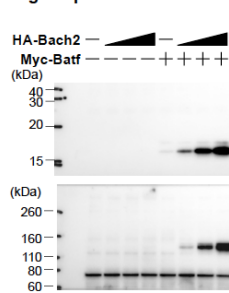

Fig. 5b input

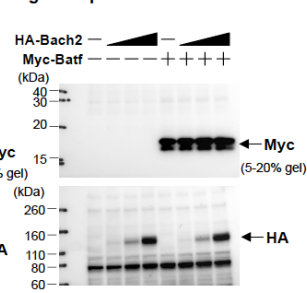

Fig. 5c upper

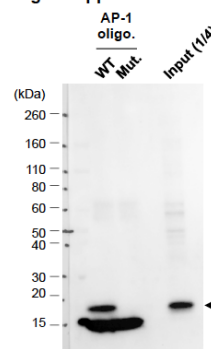

Fig. 5c lower

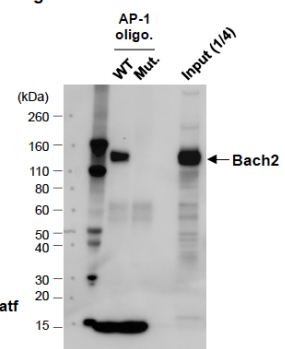

Fig. 5e left upper

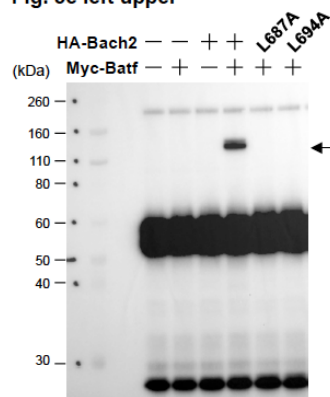

Fig. 5e left middle

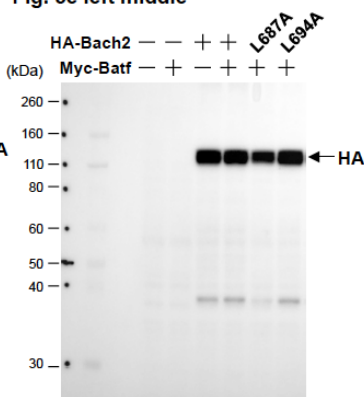

Fig. 5e left lower

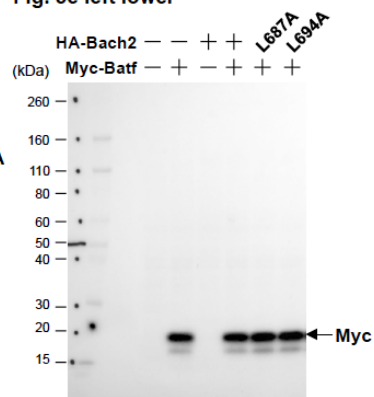

Fig. 5e right upper

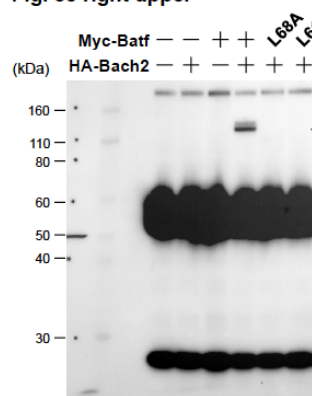

Fig. 5e right middle

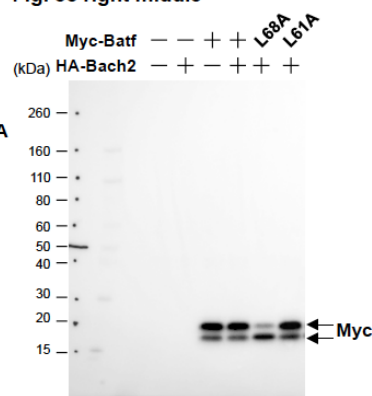

Fig. 5e right lower

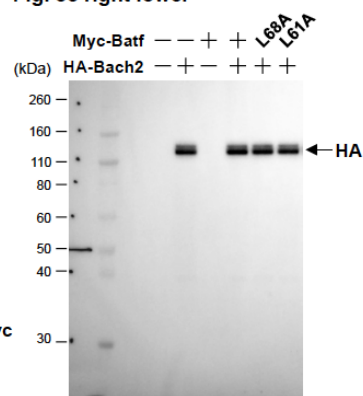

Fig. 6d upper

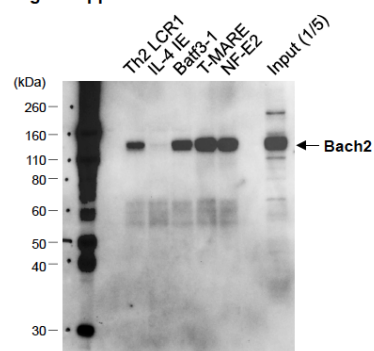

Fig. 6d middle

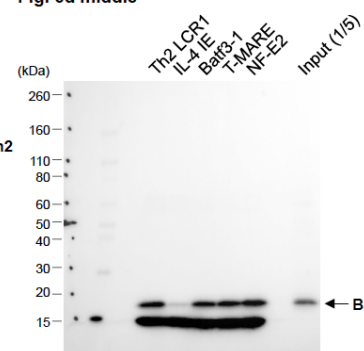

Fig. 6d lower

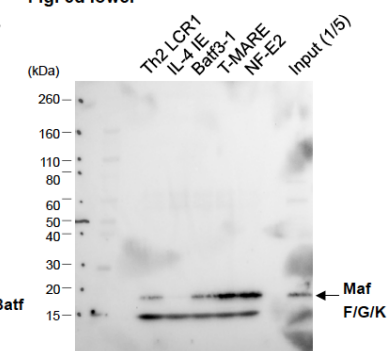

**Fig. 6c pull down (upper and middle)**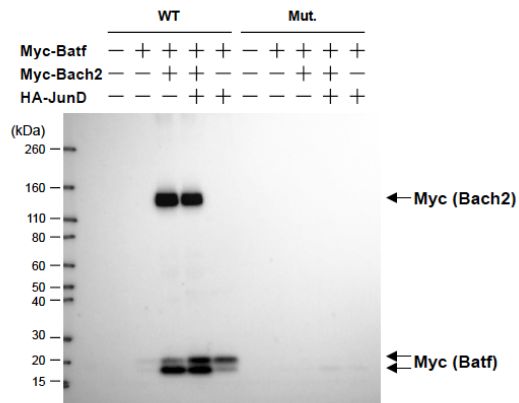**Fig. 6c input (upper and middle)**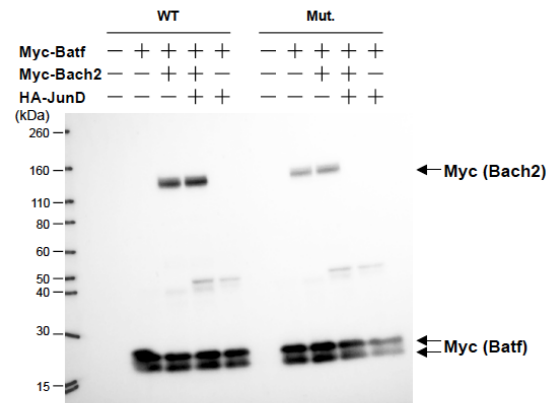**Fig. 6c pull down (lower)**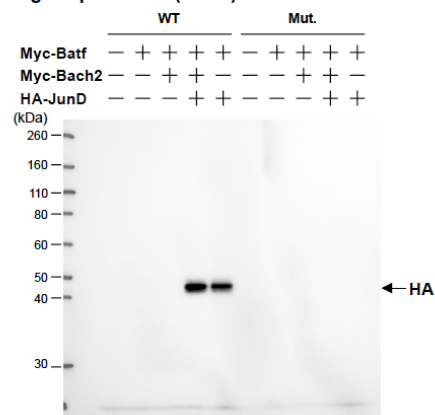**Fig. 6c input (lower)**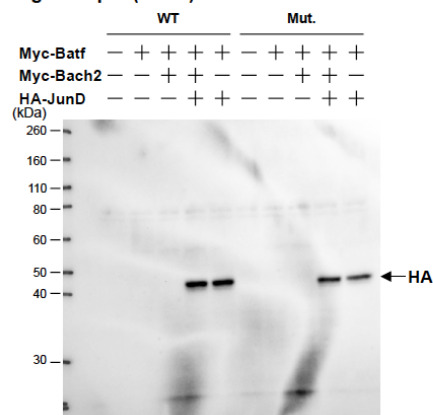**Suppl. Fig. S3b upper**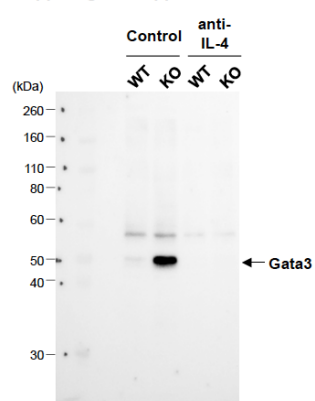**Suppl. Fig. S3b lower**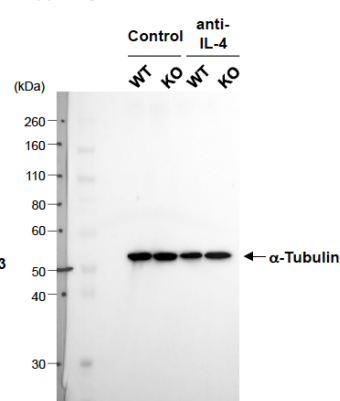

**Supplementary Fig. 13. Full-size scans of all western blots are shown with labeled lanes and molecular weight ladder.**

How the deposited data were processed for this re-analysis (not part of the article)

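Gene expression was measured on 4 one-colour Agilent whole mouse genome arrays, 1 for each of WT cells and cells labelled Bach2-deficient, cultured from naive CD4 T cells for 5 days with IL-2, before and after 4 h of re-stimulation. All samples were mapped from their labels. The ChIP-seq data of the study were not analysed here. The probe for Bach2 gave no clear check of the genotype labels, so the arrays are named by their labels.

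The authors deposited, for each array, an intensity per spot from Feature Extraction 10.7.3.1, with the background subtracted and trends across the array removed by that software and low values replaced by a positive surrogate. The flags that the authors deposited beside each intensity say whether a spot was well above background, saturated or uneven. A further table that the authors deposited holds log2 values per probe, which are the log2 intensity minus the 75th percentile of its array and are not centred per gene. No step of this processing is named for the arrays in the paper's text.

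For the values reported, spots flagged as uneven or as outliers of their probe were left out, between 107 and 120 per array, which removed 1 probe. Spots of one probe were averaged on the log2 scale, and the 75th percentile over all probes of the array was subtracted. Of 41173 probes, 27479 (66.7%) were matched by transcript accession to a RefSeq gene table of the GRCm38.p6 assembly, of which only the names were used, since the array was designed on another build. The other probes entered the scaling but no count of genes. Of the 18749 genes, 6641 had more than 1 probe and were read from the probe with the highest mean log2 signal. In a comparison of 2 arrays a gene was used where its probe was well above background on at least 1 of them, and a dimmer value was raised to the lowest value of its array among probes well above background. Between 53.6% and 54% of probes were well above background, and 10810 genes were so on all 4 arrays. The lowest signals well above background were between 14.5 and 17.2.

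With 1 array per condition no test between conditions was made. Genes were counted past a 2-fold difference, a rule of size, and the differences between genotypes before and after re-stimulation, which share no array, were correlated across the genes well above background on all 4 arrays. The lists of Th2, Th1, Th17, Treg, Tfh, naive and memory T cell, AP-1 family, glutamine metabolism, TCR response, proliferation, senescence-associated, cytotoxic, B cell, myeloid, NK cell, mast cell and basophil, T cell identity and reference genes were written before the data were examined. For each list with at least 3 measured genes, the median log2 difference was set among 10000 random lists of the same size, drawn from 20 bins of mean expression. The resulting percentile describes these arrays and is not a test. Genes are named where the paper names them, where they are among the largest of a list, or where they are among the 5 largest rises or the 5 largest falls on the arrays labelled Bach2-deficient, ranked by the smaller of the differences before and after re-stimulation among probes well above background on all 4 arrays. A list of Y-linked genes, Xist and a list of X-linked genes were added after the sex of the cells came into question.

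The scripts were checked on simulated arrays made from the mean signals of the real ones, in which 200 of 11918 genes were changed by 2 on the log2 scale between genotypes before re-stimulation and noise of the spread between probes was added. 197 of them passed the 2-fold rule in the right direction and 0 unchanged genes did. With so little noise this outcome was largely fixed in advance, so it checks the scripts and does not show how the 2-fold rule performs on single real arrays, where differences between mice, cultures and hybridizations add to the noise.

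The alternatives, set at the same time as the lists, were scaling to the median, quantile normalization, scaling to the 75th percentile of probes well above background on all 4 arrays, scaling to the Cd3e probe, normexp background correction with an offset of 50 followed by quantile normalization, the log2 table of the authors, the mean over the probes of a gene, a filter that requires both arrays to be well above background, no filter and no floor, and a 3-fold rule for the counts. The files hold no mean spot signal, so the normexp correction used the median spot signal and the median local background. An alternative was taken to leave a log2 difference the same when it moved by no more than the median spread between probes, and a count or a correlation when it stayed within 1.5 times. The last rule was extended to correlations after the values were seen. Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and R 4.3.3 with limma 3.58.1, were used.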

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

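The test of Xist, the tests of noise for the Y-linked genes and for the genes with opposite directions, the test of the sex of the cells and the test of NK cells were chosen after the values were seen. The test of mast cells and basophils was planned from the start, and the test on X-linked genes was set before the values of those genes were seen.

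Transcripts of Y-linked genes, which the paper does not discuss, were well above background on both arrays labelled Bach2-deficient and on neither WT array for 3 of the 4 Y-linked genes examined. Before re-stimulation the signal of Eif2s3y was 1185, that of Ddx3y 428 and that of Kdm5d 77.8 on the array labelled Bach2-deficient, at least 6.30, 4.83 and 2.37 higher than in WT cells on the log2 scale. After re-stimulation the bounds were 5.86, 4.73 and 1.98. The lowest values before re-stimulation over the alternatives were 2.49 for Ddx3y, with the mean over probes, and 0.73 for Kdm5d, with normexp correction. The remaining gene, Uty, was not well above background on any array. That 3 genes rose together on both arrays and on no WT array argues against noise or cross-hybridisation of single probes. Xist, which is transcribed from the inactive X chromosome of female cells, was well above background on all 4 arrays and was lower on the arrays labelled Bach2-deficient, with log2 differences of -1.04 before and -1.19 after re-stimulation. All of its 4 probes fell in both states, with differences between -2.16 and -0.99. Of the X-linked genes Eif2s3x, Kdm6a, Kdm5c and Ddx3x, which can be transcribed from both X chromosomes, the median difference was -0.30 before and -0.33 after re-stimulation, at percentiles 3.51 and 4.12 among random lists. With the mean over probes it was -0.08 and -0.22, and 1 further probe of Eif2s3x rose, by 1.30 before re-stimulation. Ddx3x went against the others before re-stimulation, with 0.15, and differed by -0.02 after it, so the X-linked genes are weak evidence on this point. A candidate explanation is that male and female cells were together in the cultures labelled Bach2-deficient, while the WT cultures held female cells. The labels describe all the mice as female. The sex of the cells then runs along with the genotype label on every array, so differences between the arrays from sex and from Bach2 cannot be told apart for any gene, Il4, Il5 and Il13 included. With the bound for Eif2s3y at 5.86 after re-stimulation, neither state offers a comparison within one sex.

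Genes of the mast cell and basophil list, which the paper does not discuss, were higher on the arrays labelled Bach2-deficient. The 8 genes measured had a median log2 difference of 2.73 before re-stimulation and 2.79 after it, each above every one of the 10000 random lists, and all 8 were higher in both states. Only 3 of them were well above background on the WT array before and 2 after re-stimulation, so most of the differences are bounds, and with both arrays required to be well above background the median before re-stimulation was 0.86. The signals on the array labelled Bach2-deficient before re-stimulation were 339 for Cpa3, 309 for Mcpt8 and 293 for Prss34, while Ms4a2, Mcpt4 and Tpsb2 of the same list were not well above background on any array. The 8 genes that rose are what mast cells or basophils in the cultures labelled Bach2-deficient would bring, while Ms4a2, Mcpt4 and Tpsb2 did not rise. The list pools genes of both cell types. The lack of signal for these genes therefore cannot say which of the cell types, if either, it goes against. Mast cells or basophils remain a candidate source of part of the Il4 and Il13 signal. Re-stimulation through the TCR raised Il4 by 5.12 and Il13 by 4.91 on these arrays and moved the median of the list by 0.37. The T cell identity list had a median of -0.08 before and 0.06 after re-stimulation. Transcription of the listed genes by the T cells themselves was not tested.

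Genes of the cytotoxic list, also outside those the paper discusses, had a median log2 difference of 2.79 before and 1.66 after re-stimulation, each above every random list. Before re-stimulation all 12 measured genes were higher and 9 of them at least 2-fold. After re-stimulation 12 of 13 were higher. Gzmg and Gzmd showed the largest values, a bound of 5.44 and a measured 5.12 before re-stimulation. Over the alternatives the median stayed between 1.89 and 2.93 before and between 1.62 and 1.76 after re-stimulation, which argues against the scaling as the cause. The NK cell list had a median of -0.064 before re-stimulation, which changed sign with scaling to Cd3e and with no floor and no filter. It rested on 4 genes that went both ways. After re-stimulation the median was -0.26, with 3 of 4 genes lower and 0 alternatives of the other sign, but within the range of random lists. Ncr1 and Klra4 of this list were not well above background on any array, while Klra8 was so on the arrays labelled Bach2-deficient alone. With so few genes, NK cells in the cultures cannot be told apart from transcription by the cultured T cells. A list of CD8 T cell genes had 1 of its 2 genes on the array, too few for a median. That gene, Cd8a, was not well above background on either array before re-stimulation. After it, the brightest probe was so on the array labelled Bach2-deficient alone, with a signal of 63.0, and its other probes on no array. CD8 T cells in the cultures are thus not excluded either.

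Of the genes at least 2-fold different between the genotypes in both states, 8 went in opposite directions before and after re-stimulation and 391 in the same direction. The difference between the states was not tested. Among those well above background on all 4 arrays, and chosen after the values were seen, Cd160 had a difference of 1.14 before and -1.95 after re-stimulation and C3 of -1.41 and 1.21. None of the genes had another probe well above background on all 4 arrays (0 of 8), so noise of single arrays and an effect of re-stimulation cannot be told apart for them.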

How the results depend on the processing

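None of the alternatives reported here was chosen after a result was seen. The differences of Il4, Il5 and Il13 between the genotypes stayed above 0 under each alternative that gave a value, between 2.67 and 2.95 for Il4 before re-stimulation and between 3.50 and 3.69 after it. The lowest value of any of them under another scaling or background correction was 0.84, which argues against the scaling of the arrays as their cause. Il5 before re-stimulation had no value with both arrays required to be well above background. The difference of Bach2 stayed between -0.21 and -0.01 before and between -0.31 and -0.18 after re-stimulation. The correlation of the differences before and after re-stimulation stayed between r = 0.611 and 0.624. A scaling that shifts a whole array cannot change r. Nor can the filters or the floor, since r uses only genes well above background on all 4 arrays. Under those alternatives r was thus fixed by construction. Of 392 values of Bach2, these cytokines and the list medians under the alternatives, 306 moved by no more than the spread between probes. Of 938 such values of other named genes and of the X-linked list, 748 did, 189 moved further and 1 went to the other sign from a value beyond the spread.

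Scaling to Cd3e moved the median of all genes by 0.14 between genotypes before and by 0.10 after re-stimulation, and by 0.30 in WT cells and 0.26 in cells labelled Bach2-deficient between the states. Scaling to the median moved the last pair by -0.30 and -0.27. The share of genes past 2-fold that rose on re-stimulation was 49.3% in WT cells and 48.9% in cells labelled Bach2-deficient, against 29.1% and 30.8% with scaling to the median and 71.5% and 67.7% with scaling to Cd3e. For these shares the shift of all genes is the cause by construction.

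Of the values of Bach2, these cytokines, the list medians and the counts, those that moved further were these, given with Hprt, the 1 other named gene that went to the other sign from a value beyond the spread. The cause was not tested unless it is given. With scaling to the median, 2664 genes were at least 2-fold lower after re-stimulation in WT cells. Under quantile normalization, the log2 difference before re-stimulation was 4.20 for Il5 and 2.01 for Il13. The list median before re-stimulation was 2.57 for mast cells and basophils. The log2 difference after re-stimulation was 6.99 for Il5. The list median after re-stimulation was 0.059 for Th1 and 2.92 for mast cells and basophils. With scaling to Cd3e, the log2 difference before re-stimulation was -0.011 for Bach2, 2.95 for Il4, 4.59 for Il5, 2.30 for Il13 and 0.047 for Hprt. The list median before re-stimulation was 1.99 for Th2, 1.29 for Th1, 0.18 for Th17, 0.33 for Treg, 0.046 for Tfh, -0.72 for naive and memory T cells, 0.63 for the AP-1 family, 0.097 for glutamine metabolism, 0.23 for TCR response, -0.085 for proliferation, 0.99 for senescence-associated genes, 2.93 for cytotoxic genes, 0.41 for B cells, 1.01 for myeloid genes, 0.074 for NK cells, 2.87 for mast cells and basophils, 0.056 for T cell identity and 0.11 for reference genes. Past 2-fold, 2490 genes were higher after re-stimulation in WT cells, 993 genes were lower after re-stimulation in WT cells and 1043 genes were lower after it in cells labelled Bach2-deficient. Under normexp correction and quantile normalization, the log2 difference before re-stimulation was 2.67 for Il4, 2.35 for Il5 and 0.84 for Il13. The list median before re-stimulation was 1.45 for Th2, 0.97 for Th1, -0.064 for Th17, 0.40 for the AP-1 family, 0.73 for senescence-associated genes, 1.89 for cytotoxic genes, 0.11 for B cells, 0.49 for myeloid genes and 1.14 for mast cells and basophils. The log2 difference after re-stimulation was 4.91 for Il5 and 2.44 for Il13. The list median after re-stimulation was 1.11 for Th2, 0.051 for Th1, 0.33 for Th17, 0.10 for Tfh, -0.98 for naive and memory T cells, 0.23 for B cells, 1.30 for myeloid genes, -0.11 for NK cells and 1.51 for mast cells and basophils. Past 2-fold, 262 genes were higher on the array labelled Bach2-deficient before re-stimulation, 114 genes were lower on it before re-stimulation, 310 genes were higher on the array labelled Bach2-deficient after re-stimulation, 239 genes were lower on it after re-stimulation, 850 genes were higher after re-stimulation in WT cells and 823 genes were higher after it in cells labelled Bach2-deficient. With the mean over probes, the list median before re-stimulation was 1.48 for Th2, 0.073 for Treg, 1.10 for myeloid genes and 2.45 for mast cells and basophils. The list median after re-stimulation was 1.04 for Th2, 0.11 for Th1, -1.59 for naive and memory T cells, 0.32 for B cells, 1.10 for myeloid genes and 2.31 for mast cells and basophils. With both arrays required to be well above background, the list median before re-stimulation was 1.53 for Th2, 0.52 for Th1, -0.23 for Tfh, 2.13 for cytotoxic genes, 0.42 for B cells, 1.16 for myeloid genes and 0.86 for mast cells and basophils. The list median after re-stimulation was 1.21 for Th2, 0.10 for Tfh, -0.99 for naive and memory T cells and 0.26 for B cells. Past 2-fold, 425 genes were higher on the array labelled Bach2-deficient before re-stimulation and 221 genes were lower on it before re-stimulation. With no floor and no filter, the log2 difference before re-stimulation was 6.10 for Il5. The list median before re-stimulation was 0.14 for Th17, 0.047 for Tfh, 2.32 for cytotoxic genes, 0.17 for B cells, 0.59 for myeloid genes, 0.26 for NK cells and 2.84 for mast cells and basophils. The list median after re-stimulation was 1.21 for Th2, 0.28 for Th17, 0.28 for B cells, 1.04 for myeloid genes, -0.047 for NK cells and 1.53 for mast cells and basophils. Past 2-fold, 1212 genes were higher on the array labelled Bach2-deficient before re-stimulation, 686 genes were lower on it before re-stimulation, 1437 genes were higher on the array labelled Bach2-deficient after re-stimulation, 1024 genes were lower on it after re-stimulation, 2951 genes were higher after re-stimulation in WT cells and 2890 genes were higher after it in cells labelled Bach2-deficient. Under the 3-fold rule, 301 genes were higher on the array labelled Bach2-deficient before re-stimulation, 127 genes were lower on it before re-stimulation, 275 genes were higher on the array labelled Bach2-deficient after re-stimulation, 170 genes were lower on it after re-stimulation, 797 genes were higher after re-stimulation in WT cells, 557 genes were lower after re-stimulation in WT cells, 723 genes were higher after it in cells labelled Bach2-deficient and 558 genes were lower after it in cells labelled Bach2-deficient. The Tfh list median before re-stimulation changed sign with scaling to Cd3e and with no floor and no filter, and Hprt before re-stimulation with scaling to Cd3e. The 3-fold rule, the filter on both arrays and the offset of normexp correction lower the counts, and the removal of the filter raises them, by their construction.

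A slide as a block was not run, since all 4 arrays lay on 1 slide. A fit that pairs the genotypes within each state was not made, and with 1 array per condition no array was left out in turn. The signal over background limits Il5, Eif2s3y, Mcpt8 and the other genes that were not well above background on a WT array to bounds.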

Other observations

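The tests of swapped genotype labels, of the sex of the cells and of scaling for Bach2 were chosen after the values were seen. The tests of a mislabelled array, of scaling for the cytokines and of noise of single arrays were planned from the start.

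The signal of Bach2 was close to that of WT cells on both arrays labelled Bach2-deficient, lower by 9.77% before and 17.5% after re-stimulation. The differences of -0.15 and -0.28 lie beyond the median spread between probes, 0.09 and 0.11, and within its 90th percentile, 0.32 and 0.35. Under the other scalings the lowest value was -0.31, which argues against scaling as what hides a 2-fold loss. A swap of the genotype labels in 1 state only would set the differences before and after re-stimulation against each other, and their correlation across genes was r = 0.619. A swap of the labels in both states cannot be told apart from a correct labelling by Bach2, whose difference before re-stimulation was -0.15. The same holds for the wider question of a mislabelled array, with -0.28 after re-stimulation. The TCR response list, chosen as the check of the re-stimulation labels, rose on re-stimulation by a median of 4.45 in WT cells and 4.21 in cells labelled Bach2-deficient. Whether the probe reads a part of the transcript that the deletion in the floxed allele leaves was not tested, since the deleted exon is not named in the paper's text and the position of the probe was not used here.

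Before re-stimulation, 638 genes were at least 2-fold higher and 342 at least 2-fold lower on the array labelled Bach2-deficient than on the WT array, of 12136 genes. After re-stimulation the numbers were 638 and 476 of 12348. Of the genes higher before re-stimulation, 460 went the same way and 78 the opposite way after it, among 538 measured there. Of those lower before, 211 went the same way and 34 the opposite way. Across 10810 genes well above background on all 4 arrays, the differences before and after re-stimulation had r = 0.619 and rho = 0.491, across genes that are not independent replicates. Noise of single arrays would give an r near 0 and equal numbers each way, so these values argue against noise as the whole source of the differences. The arrays of one genotype came from cultures of one label, so a difference between the cultures other than Bach2, such as the sex of the cells, would also be shared by both states. Re-stimulation changed more genes, 1630 higher and 1673 lower by at least 2-fold in WT cells and 1534 and 1606 in cells labelled Bach2-deficient.

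The 5 largest rises on the arrays labelled Bach2-deficient, by the smaller of the log2 differences before and after re-stimulation, were Cyp11a1 with 6.43 and 6.41, Il24 with 5.23 and 5.50, Gzmd with 5.12 and 5.00, Mzb1 with 4.66 and 4.52 and Jchain with 4.63 and 4.46. The signal of Cyp11a1 was 65.7 in WT cells and 5621 on the array labelled Bach2-deficient before re-stimulation. Further probes of Cyp11a1, Il24 and Jchain showed rises of 6.52, 5.71 and 4.37 before re-stimulation. The 5 largest falls were Parm1 with -4.04 and -3.43, Kcnq1ot1 with -2.47 and -2.48, Igfbp4 with -2.71 and -2.42, Pygl with -2.41 and -3.16 and Hba-a1 with -2.52 and -2.36. Of the 5 other probes of Kcnq1ot1, none fell by as much, and with the mean over probes its differences were -0.58 and -0.73. The fall of Hba-a1, a hemoglobin gene, from a signal of 8684 in WT cells to 1505 is a difference in a gene of red blood cells, and no explanation for it was tested. Among genes of the lists, Dapl1 fell from a signal of 6231 to one not well above background, a log2 difference of at most -8.53 before and -7.32 after re-stimulation. None of these genes is discussed in the paper's text.

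For genes that the paper discusses in other experiments, the arrays gave these values. Gata3, whose protein the paper reports as increased under IL-2 conditions (Supplementary Fig. 3b), had a log2 difference of 1.53 before and 0.84 after re-stimulation. Batf differed by 0.49 and 1.26 and Batf3 by 1.77 and 1.75 at day 5, while the paper measured both in TCR-stimulated naive CD4 T cells (Fig. 7e). Irf4 differed by 0.73 and -0.35 and Jund by 0.14 and 0.15. Ifng, for which the paper reports more producing cells under IL-4 neutralization, was higher by 1.75 before re-stimulation, and after it its pair of probes gave -0.09 and 0.32, with the first changing sign under other processing. Il2, whose protein the paper describes as comparable from naive CD4 T cells, differed by -0.33 after re-stimulation. Il21, which the paper found equivalent in Tfh cells sorted from mice, was well above background only after re-stimulation and was then higher by 4.15. Over the alternatives this value lay between 2.36 and 4.30, the lowest with normexp correction. Foxp3, which the paper measured under iTreg conditions, was well above background on the WT arrays alone. With the main processing its log2 difference was at most -1.59 before and -0.35 after re-stimulation. Over the alternatives it lay between -3.62 and -0.49 before and between -2.33 and -0.09 after re-stimulation. In both states the value nearest to no difference came from normexp correction. Stat6 differed by -0.31 and -0.41 on its brightest probe. After re-stimulation a further probe of Stat6 gave -1.54 and the mean over probes -0.79.

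The median log2 differences of the lists between the arrays labelled Bach2-deficient and WT were as follows. The Th2 list had 1.85 before and 1.50 after re-stimulation, above every random list in both states, with 15 of 16 and 17 of 19 genes higher, and its members include Il4, Il5 and Il13. Il1rl1 of this list was higher by 4.71 and 1.50 on its brightest probe, and its other probes gave smaller differences or bounds, so that the mean over probes was 2.19 and 1.04. The largest differences after re-stimulation include Il6 with 6.36 and Il10 with 5.85. The Th1 list had 1.15 before and -0.09 after re-stimulation, at percentiles 100 and 9.41, and the value after re-stimulation changed sign under 4 alternatives. The senescence-associated list had 0.85 before and 0.64 after re-stimulation, both above every random list, with Timp1 at 2.19 and Cdkn2b at 2.12 after re-stimulation. Igfbp7 of this list went the other way, with -1.60 before and -3.18 after re-stimulation. Il6, Csf2, Ccl3 and Ccl4 of this list are also genes of activated T cells. The naive and memory T cell list had -0.85 before and -1.19 after re-stimulation, both below every random list, with 14 of 18 and 14 of 17 genes lower and Ccr7 at -2.24 and -1.91. Il7r of this list was higher, by 3.08 and 1.88. The AP-1 family list had 0.49 before and -0.08 after re-stimulation, at percentiles 100 and 12.2, and the second changed sign with scaling to Cd3e. The Th17 list had 0.05 before and 0.44 after re-stimulation, at percentiles 57.7 and 94.3, and the first changed sign under 3 alternatives. The Treg list had 0.20 before and 0.51 after re-stimulation, at percentiles 93.4 and 99.5, and the Tfh list -0.09 before and 0.25 after re-stimulation, at percentiles 20.4 and 93. The proliferation list had -0.22 before and -0.50 after re-stimulation, at percentiles 0.01 and 0. The TCR response list had 0.09 before and -0.35 after re-stimulation, at percentiles 89.7 and 0, with 15 of 18 genes lower after re-stimulation.

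Glutamine metabolism is named in the title that the authors gave to the deposited array data, and the paper's text does not treat it. The list of glutamine metabolism genes had a median difference between the genotypes of -0.04 before and 0.07 after re-stimulation, at percentiles 18.5 and 84.2 of random lists, and the first changed sign with scaling to Cd3e. Of its 31 genes, 0 differed by 2-fold or more before re-stimulation and 2 after it, which were Gpt2 with 1.51 and Slc7a11 with a bound of 1.05. Asns differed by 0.88 and 0.75. Re-stimulation raised the list by 0.59 in WT cells and 0.57 in cells labelled Bach2-deficient, both above every random list. Among the other lists, the B cell list had 0.27 before and 0.46 after re-stimulation, at percentiles 94.9 and 98.6, and the myeloid list 0.88 before and 1.56 after re-stimulation, at percentiles 99.95 and 99.99. Of the 11 myeloid genes on the array, only 8 were measured before and 5 after re-stimulation. Of these, 5 and 4 were well above background on both arrays compared, so the myeloid medians rest on few genes. The NK cell list had -0.26 after re-stimulation, at percentile 13.5. The T cell identity list had -0.08 before and 0.06 after re-stimulation, at percentiles 6.71 and 79.8, and the reference gene list -0.03 before and -0.10 after re-stimulation, at percentiles 22.8 and 16.7, both changing sign before re-stimulation with scaling to Cd3e.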
